# RNAi silencing of wheat gliadins alters the network of transcription factors that regulate the synthesis of seed storage proteins toward maintaining grain protein levels

**DOI:** 10.3389/fpls.2022.935851

**Published:** 2022-08-08

**Authors:** Miriam Marín-Sanz, Francisco Barro

**Keywords:** RNA-seq, prolamin regulation, starch, protein compensation, TF network, RNAi silencing, source-sink communication

## Abstract

Gluten proteins are responsible for the unique viscoelastic properties of wheat dough, but they also trigger the immune response in celiac disease patients. RNA interference (RNAi) wheat lines with strongly silenced gliadins were obtained to reduce the immunogenic response of wheat. The E82 line presents the highest reduction of gluten, but other grain proteins increased, maintaining a total nitrogen content comparable to that of the wild type. To better understand the regulatory mechanisms in response to gliadin silencing, we carried out a transcriptomic analysis of grain and leaf tissues of the E82 line during grain filling. A network of candidate transcription factors (TFs) that regulates the synthesis of the seed storage proteins (SSPs), α-amylase/trypsin inhibitors, lipid transfer proteins, serpins, and starch in the grain was obtained. Moreover, there were a high number of differentially expressed genes in the leaf of E82, where processes such as nutrient availability and transport were enriched. The source-sink communication between leaf and grain showed that many down-regulated genes were related to protease activity, amino acid and sugar metabolism, and their transport. In the leaf, specific proline transporters and lysine-histidine transporters were down- and up-regulated, respectively. Overall, the silencing of gliadins in the RNAi line is compensated mainly with lysine-rich globulins, which are not related to the proposed candidate network of TFs, suggesting that these proteins are regulated independently of the other SSPs. Results reported here can explain the protein compensation mechanisms and contribute to decipher the complex TF network operating during grain filling.

## Introduction

Wheat is one of the most important staple foods worldwide. It has unique viscoelastic properties for breadmaking due to its grain protein composition, allowing the production of many foods like bread and pasta (Shewry, 2009). However, wheat is also related to adverse reactions in humans, particularly proteins harboring epitopes that can trigger the immune response in celiac disease (CD), a chronic enteropathy mediated by human leukocyte antigen (HLA) HLA-DQ2 and HLA-DQ8 (Sollid, 2002). In addition to CD, there are other pathologies related to wheat consumption, such as Non-Celiac Wheat Sensitivity (NCWS), and wheat allergy, which includes baker’s asthma and Wheat Dependent Exercise Induced Anaphylaxis (WDEIA) (Aziz et al., 2016).

Gluten proteins are composed of monomeric and polymeric proteins, gliadins and glutenins, respectively. Gliadins are soluble in alcoholic solutions and are divided into three structural groups; ω-, α/β- and γ-gliadins based on their mobility in A-PAGE electrophoresis gels. Glutenins are the polymeric fraction, insoluble in alcoholic solutions and classified into High Molecular Weight (HMW) and Low Molecular Weight (LMW) glutenin subunits, based on their mobility in SDS-PAGE electrophoresis gels (Shewry and Halford, 2002).

The development of wheat varieties lacking the proteins responsible for triggering adverse reactions to wheat is an appealing target for Plant Biotechnology, and both RNA interference (RNAi) and CRISPR/Cas9 were applied, providing wheat lines with the CD-related gliadins strongly down-regulated or knock-out, respectively (Barro et al., 2016; Sánchez-León et al., 2018). In particular, RNAi technology was highly effective for the silencing of all three ω-, α/β-, and γ-gliadin fractions in wheat grain. However, the depletion of gliadin proteins affects the bread-making quality depending on the protein fraction being silenced (Gil-Humanes et al., 2012, 2014b). One wheat line denoted as E82 highlights among all RNAi lines produced, with a reduction of 98% of gluten content (Gil-Humanes et al., 2010), and the bread made using flour from this line was tolerated by NCWS patients (Haro et al., 2018), and did not elicit an immunogenic response in a blind randomized crossover gluten challenge with CD patients (Guzmán-López et al., 2021).

As a consequence of the down-regulation of gliadins by RNAi, this E82 line exhibits a marked readjustment in the grain proteins distribution in comparison to that of the wild type (WT); the gliadins were strongly decreased, the HMW glutenin subunits were not affected while the LMW glutenin subunits decrease, and the non-gluten proteins (NGPs), as globulins and triticins, increased, ensuring that the total nitrogen (N) content of the grain remains comparable to that of the WT (Gil-Humanes et al., 2010; Pistón et al., 2013; Ozuna et al., 2015; Barro et al., 2016). These protein compensation processes are particularly important to understand the molecular mechanisms operating in the grain, as they would allow these pathways to be targeted by using New Plant Breeding Techniques (NPBTs), such as CRISPR/Cas, for the development of new wheat varieties with specific nutritional profiles and unable to elicit an immunogenic response.

The accumulation of wheat prolamins during grain filling is mainly regulated at the transcriptional level by the interaction between the cis-regulatory elements (CREs), present in prolamin promoters, and the transcription factors (TFs) which recognize them (Kawakatsu and Takaiwa, 2010). Several CREs have been identified in the promoter sequences of seed storage protein (SSP) genes like gliadins and glutenins, being the endosperm box (E box), which is comprised of the prolamin box (P box) and the GCN4 motif, one of the most important (Kawakatsu and Takaiwa, 2010). The Storage Protein Activator (*TaSPA*), a wheat ortholog of basic leucine zipper (bZIP) opaque2 (*O2*) from maize, recognizes the GCN4 motif, while the DNA binding with one finger (DOF) Prolamin Binding Factor (*TaPBF*) recognizes the P box (Kawakatsu and Takaiwa, 2010). There are other well-conserved CREs and TFs involved in transcriptional regulation of SSPs genes, like the *TaGAMyB* TF that binds to the 5′-C/TAACAAA/C-3′-like motif, and the *TaFUSCA3* that binds to the RY motif (Kawakatsu and Takaiwa, 2010; Guo et al., 2015; Sun et al., 2017).

Apart from proteins, wheat grain is also an important source of carbohydrates, with starch accounting for ∼ 80% of its composition. Starch synthesis is catalyzed by enzymes like starch synthase (SS), and starch branching enzyme (SBE), among others (Shevkani et al., 2017). They are coded by starch synthesis-related genes (SSRGs) and they are regulated by TFs as bZIPs and NACs (Wang et al., 2013; Zhang et al., 2019). In addition, there are TFs actively involved in the regulation of both SSPs and SSRGs, like *TaSPA* and *TaPBF* in wheat, or *O2* and *PBF* in maize (Zhang et al., 2016; Guo et al., 2020; Orman-Ligeza et al., 2020).

During grain filling, active source-sink communication is a key point for the accumulation of SSPs and starch, and for therefore, a major determinant for wheat quality and grain yield. This source-sink communication controls the production and transport of photoassimilates from leaves to grains, and the capacity of grain to store them (Aguirrezábal et al., 2015; Smith et al., 2018). Moreover, around 70% of the N in wheat grain comes from senescing leaves, mainly in amino acid form, and it is used for the synthesis of SSPs during the development of the embryo (Peeters and Van Laere, 1994; Masclaux-Daubresse et al., 2008).

For the E82 line, with strongly down-regulated gliadins, a strong protein compensatory mechanism operates to maintain the grain N level. This line is an excellent material to understand the mechanisms of protein regulation in the grain, and how this compensatory phenomenon is driven by or affects other tissues such as leaves that act as the main suppliers of compounds that ultimately determine the nutritional profile of the grain. In the present work, we aimed to progress in deciphering the genetic and molecular mechanisms of protein compensation which operate in the grain of the wheat RNAi lines, to move forward in the development of new wheat varieties, safe for patients with gluten/wheat intolerance and possess exceptional nutritional properties.

## Materials and methods

### Plant material and experimental design

In this work, we used the E82 RNAi wheat line, derived from BW208, used as the WT (Gil-Humanes et al., 2010). The E82 line is the result of eight generations of self-pollination. This RNAi line contains the plasmids pGhp-ω/α and pghp8.1, harboring inverted repeat sequences of the most conserved regions from ω, α, and γ-gliadin genes, driven by endosperm-specific promoters (Pistón et al., 2008, 2009).

The two lines were grown in a greenhouse with a day/night regime of 12/12 h at 24/16°C. The seeds and flag leaf from three different plants as biological replicates were collected at 20 days after anthesis (DAA) for RNA extraction for each line and immediately frozen with liquid nitrogen and stored at –80°C. The seeds of three additional plants were also collected at harvest time for prolamin content determination.

### RNA extraction and sequencing

The grains and flag leaves of the WT and E82 at 20 DAA were milled, and the total RNA was extracted using the protocol of Direct-zol RNA Kits (zymoresearch.com). For grain tissue, we also performed the first step described in the protocol of Meng and Feldman (2010).

Total RNA was sent to Novogene (United Kingdom) Company Limited (25 Cambridge Science Park Milton Road, CB4 0FW, United Kingdom) for sequencing. The quality control of total RNA was performed by NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, United States) for preliminary quantitation and by 2% agarose gel electrophoresis for RNA integrity. The RNA integrity and quantification were also carried out by Novogene (Agilent 2100). The rRNA was removed using the Ribo-Zero kit. cDNA synthesis, library construction of 2 × 150 paired-end reads, and sequencing with Novaseq 6000 system (Illumina) were performed by Novogene.

### RNA-seq data analysis

Bioinformatic analysis was performed on a server with 64 cores and 128 GB of RAM with the operative system GNU/Linux Ubuntu version 18.04 (www.ubuntu.com, United Kingdom).

### Trimming

The trimming of raw reads and the adapters removing were performed with Trimmomatic-0.36 (params: ILLUMINACLIP:TruSeq2-PE.fa:2:30:10 AVGQUAL:20 LEADING:3 TRAILING:3 MINLEN:36) (Bolger et al., 2014). The ∼ 2% of reads per sample were discarded (Supplementary Table 1).

### Mapping

Reads were pseudoaligned by kallisto v0.44.0 (Bray et al., 2016) with default parameters (–pseudobam included) to the International Wheat Genome Sequencing Consortium (IWGSC) RefSeqv1.1 transcriptome annotation (Appels et al., 2018). The control quality of pseudoalignment was performed with samtools v1.3.1 (Li et al., 2009) (Supplementary Table 2). The summarized Transcript Per Million (TPM) matrix at gene level was generated with tximport v.1.14.2 (Soneson et al., 2016).

### Differential gene expression (DGE) analysis

DGE analysis was performed with edgeR v.3.22.5 (Robinson et al., 2009) in R v.3.6.3 (R Core Development Team, 2020). We established that differentially expressed (DE) genes had a False Discovery Rate (FDR) < 0.05. Two pair-wise comparisons were performed: WT grain tissue vs. E82 grain tissue, and WT leaf tissue vs. E82 leaf tissue. The genes with a sum of Counts Per Million (CPM) in all samples higher than 1 were considered in the DGE analysis. The complete expression data for all the genes and DGE analysis results are deposited in Gene Expression Omnibus (GEO) database with the identification number GSE199525.

### Gene Ontology (GO) and pathway enrichment analyzes

The GO and the Kyoto Encyclopedia of Genes and Genomes (KEGG) terms were obtained from RefSeq v1.1 annotation. We only use high confidence genes for the GO enrichment analysis and this was carried out with g:Profiler2 (Raudvere et al., 2019) for up- and down-regulated genes separately in each comparison. For pathway enrichment analysis we used also high-confidence genes.

### Seed-borne allergens and immune-responsive proteins

The annotation of genes coding for allergens and immunogenic proteins implicated in human diseases was obtained from Juhász et al. (2018). Prolamins genes from the work of Altenbach et al. (2020) and Huo et al. (2018a,b) were searched in the wheat genome to include them in the analysis.

### Gene Network Inference with Ensemble of trees (GENIE3) and Weighted Gene Co-expression Network Analysis (WGCNA) networks in bread wheat

Annotation for TF genes was obtained from Ramírez-González et al. (2018). The Gene Network Inference with Ensemble of trees (GENIE3) network (Ramírez-González et al., 2018) was used for predicting the downstream target genes of the DE TFs in our DGE analysis for WT vs. E82 comparison in the grain tissue. The top 1 million interactions of the GENIE3 network were used for the analysis, according to previous researches (Huang et al., 2018; Ramírez-González et al., 2018; Harrington et al., 2020). We calculated the shared Ratios of each DE TF gene (shared Ratio: number of DE target genes/number of target genes, for each TF gene) as described in Harrington et al. (2020). The DE TF genes with a shared Ratio > 0 were considered candidate TFs. The relationship between the candidate TF genes obtained from the GENIE3 network in grain tissue was visualized with igraph 1.2.4.2 (Csardi and Nepusz, 2006) and nodes (TF genes) were grouped into communities based on greedy optimization of modularity (Csardi and Nepusz, 2006; Murata, 2010). For those TF genes without annotation, the gene names of orthologs in *Arabidopsis thaliana* were included along with TFs gene ID.

To study the candidate TFs functions and their relationship with SSPs and SSRGs, we calculated the percentage of DE genes in the grain of E82 in each module of the Weighted Gene Co-expression Network Analysis (WGCNA) grain network, a co-expression network of 850 RNA-seq of wheat in different tissues and conditions (Ramírez-González et al., 2018). We repeated this process for the leaf tissue.

### Gene expression by quantitative real-time PCR (qPCR)

We selected DE genes to validate the results by qPCR. cDNA was synthesized using 1 μg of total RNA with qScript cDNA SuperMix (Quantabio, United States). qPCR was performed with SYBR Green Supermix (Bio-Rad, United States) on CFX Connect Real-time PCR Detection System (Bio-Rad). The Bio-Rad CFX Manager 3.1 was used for data analysis. For target efficiency, serial dilutions 1:2 were prepared for a bulk of grain and leaf samples separately. For data normalization, *CDC*, *RLI* and *ADP-RF* genes were used as reference genes (Giménez et al., 2011) using the primers listed in Supplementary Table 3.

### Prolamin quantification by Reverse Phase-High Performance Liquid Chromatography (RP-HPLC)

For prolamin extraction, 100 mg of flour from each line at 10, 20, 30, and 40 DAA were used per each biological replicate. The gliadin and glutenin were sequentially extracted following the protocol of Pistón et al. (2011), and protein quantification was performed by RP-HPLC (1200 Series Quaternary LC System liquid chromatography from Agilent Technologies) with a DAD UV-V detector at 210 nm. A 25 cm long column LiChrospher^®^ 100 RP8 (5 μm) (Merck) was used.

### Total protein, thousand kernel weight, and starch content

For total protein, grains of the WT and the E82 RNAi lines were collected at harvest and milled. Total protein content was calculated with Kjeldahl (%N x 5.7) method [standard ICC no. 105/2] for each biological replicate. The weight of thousand kernels was measured in triplicate. The starch content was determined with the standard ICC method no. 123/1 for each biological replicate. All these measures were expressed by the dry weight (DW) of flour.

### Proteomic data analysis

Grains of the WT and the E82 RNAi lines at harvest were collected and milled for proteomic data analysis. Protein digestion, liquid chromatographic and mass spectrometric analysis were performed as described in Vaquero et al. (2018) followed by custom Python scripts^1^ for counting the number of unique peptides assigned to each wheat protein fraction.

## Results

We carried out a transcriptomic (RNA-seq) study for the E82 RNAi line and its WT (BW208) using grain and leaf samples at 20 DAA. 

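The RNA-seq data comprised 12 libraries, with 3 biological replicates each of WT grain, E82 grain, WT flag leaf and E82 flag leaf, all collected at 20 DAA. E82 is a bread wheat line in which hairpin RNAs against gliadin genes are transcribed from endosperm-specific promoters. The authors counted reads by pseudoalignment with Kallisto, and the deposited table holds the estimated counts of 107892 genes, without normalization. Estimated counts need not be whole and were rounded. The total count per library ranged from 47733020 to 50629732 in WT grain (median 49339695) and from 31716495 to 44826804 in E82 grain (median 43778669). In leaf it ranged from 27172814 to 41002622 in the WT (median 37074599) and from 55529286 to 59921014 in E82 (median 55867366). Supplementary Table 4 of the paper gives aligned read pairs as another measure of depth, while the values given here use the total counts. The alignment rates reported there lie between 53.45 and 63.71% in WT leaf, and between 76.88 and 79.09% in E82 leaf. Between 31558 and 45655 genes had a count above 0 in the WT leaf libraries, against 55916 to 59840 in E82 leaf. Pearson's r between replicates, across all genes on the log2(CPM + 1) scale, was 0.809 to 0.894 in WT leaf and 0.978 to 0.986 in E82 leaf. In grain it was 0.945 to 0.957 in the WT and 0.958 to 0.966 in E82. Genes are not independent replicates, so these coefficients only describe the libraries.

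Each tissue was fitted on its own 6 libraries with edgeR's quasi-likelihood test, TMM scaling and Benjamini-Hochberg adjustment, as E82 against WT. The standard error given with a log2FC is its size divided by the square root of the test's F statistic. Genes whose CPM, the count scaled to the library total, summed to more than 1 over the 6 libraries were tested, which left 64706 genes in grain and 53874 in leaf. The TMM factor ranged from 0.798 in WT grain replicate 1 to 1.15 in WT leaf replicate 3. CPM values given for single genes are TMM-scaled means over 3 libraries with their SD. A group in which no library held more than 3 counts was treated as at the detection floor, which corresponds to 0.0501 to 0.11 CPM depending on the library, and a fold change against it is given as a bound. Such floors cover counting error only. Wheat has 3 subgenomes, and reads shared by near-identical homeologs or tandem copies could be divided among them by the pseudoalignment, so values of single copies are uncertain to that extent.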

Trimmed reads were pseudoaligned with Kallisto to the RefSeq v1.1 transcriptome annotation, obtaining an average of 71.54% of clean reads mapped (Supplementary Table 4). Two pair-wise comparisons were performed for the DGE analysis: WT vs. E82 for grain and leaf tissues separately. 

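In grain, 905 of the 64706 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 60 were higher and 845 lower in E82. The number with an unadjusted p-value under 0.05 was 6632. The count depended on the fit, with 419 genes higher and 2185 lower by DESeq2, and 17 and 150 where all 12 libraries shared one estimate of the spread. Of the 905 genes, 860 were also called by DESeq2, all in the same direction. The libraries weighed unequally, with 180 higher and 1489 lower genes without WT grain replicate 3, and 4 higher and 294 lower genes without E82 grain replicate 2. The largest falls among genes without overlap between the lines and with a mean of at least 10 CPM were those of TraesCSU02G267761, with 944 ± 1410 CPM (SD, n = 3) in the WT, and TraesCSU02G108500, with 426 ± 652 CPM. Neither had a count in any E82 grain library, so they were at least 13100-fold and 5920-fold lower. WT grain replicate 1 held 103754 of the counts of the first gene, against 8401 and 4615 in the other replicates, and without that replicate the bounds were 1840-fold and 693-fold. The largest rises were those of TraesCS3D02G266000, from 0.146 ± 0.115 to 20.1 ± 4.82 CPM (log2FC 7.09, standard error 0.601, adjusted p = 0.000293), and TraesCS2B02G436500, from 0.87 ± 1.04 to 82.9 ± 12.3 CPM (log2FC 6.56, standard error 0.978, adjusted p = 0.0114). The deposited files do not pair these 4 IDs with gene names. Of the 845 lower genes, 286 lay in 1 stretch of chromosome 1B and 1 of chromosome 3A in which nearly every gene was reduced in E82 in both tissues. With the exact test these were 352 of 1812.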

The WT vs. E82 grain pair-wise comparison provided 109 genes up-regulated in E82 compared to the WT, while 859 genes were down-regulated. In contrast, the WT vs. E82 leaf pair-wise comparison provided 4,230 and 1,593 genes up-and down-regulated, respectively. 

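For the flag leaf, 88 of 53874 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 of them higher and 77 lower in E82. Without adjustment, 10398 genes had a p-value under 0.05. The likelihood ratio test of edgeR called 5447 genes higher and 1336 lower, the exact test 4772 and 1097, and DESeq2 3473 and 2229. All 88 genes were called by each of these 3 tests in the same direction. The count changed with each library left out. Without WT leaf replicate 1 the quasi-likelihood test called 7763 genes higher and 1019 lower, the 88 among them. Leaving out any other single library gave 0 to 7 higher and 7 to 48 lower genes, and kept 7 to 43 of the 88. The biological coefficient of variation was 1.71 among the WT leaf libraries and 0.386 among those of E82. The scaling moved the median log2FC of all genes from 0.206 with TMM to 0.124 with RLE and -0.0593 with library totals alone, while in grain it was 0.0106 with TMM and 0.187 with library totals alone. On counts simulated from the fitted spread of each tissue, with 200 genes changed by a log2FC of 2, the quasi-likelihood test recovered 3 in leaf and 136 in grain. The changed genes had a minimum mean level, so this does not cover low genes. Each gene had the same simulated spread in both lines, unlike the real leaf libraries.

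Among genes without overlap between the lines and with a mean of at least 10 CPM, the largest falls were those of TraesCS1B02G098700 and TraesCS1B02G124100, at 74.5 ± 33.9 and 46.6 ± 14.4 CPM in the WT (SD, n = 3) and without a count in E82, which is at least 1290-fold and 806-fold lower. Both lie in the stretch of chromosome 1B reduced in both tissues, and 51 of the 77 lower genes lay in that stretch or in the one of chromosome 3A, but 188 of 1097 with the exact test. The largest rises were those of TraesCS2B02G168100, which had no count in WT leaf and 19.9 ± 4.18 CPM in E82, at least 250-fold higher, and TraesCS2D02G323000, which had 2 or 3 counts in each WT library and 11.4 ± 1.9 CPM in E82, at least 143-fold higher.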

For grain, the most enriched GO terms for the up-regulated genes in E82 were related to the Cellular component domain, some of them specifically in the chloroplast location, and the Biological Process domain, with genes related to response to abiotic stimulus (Figure 1A). While GO terms related to nutrient reservoir activity and starch metabolism were enriched in GO enrichment analysis for down-regulated genes in the E82 line (Figure 1B).

**FIGURE 1:**
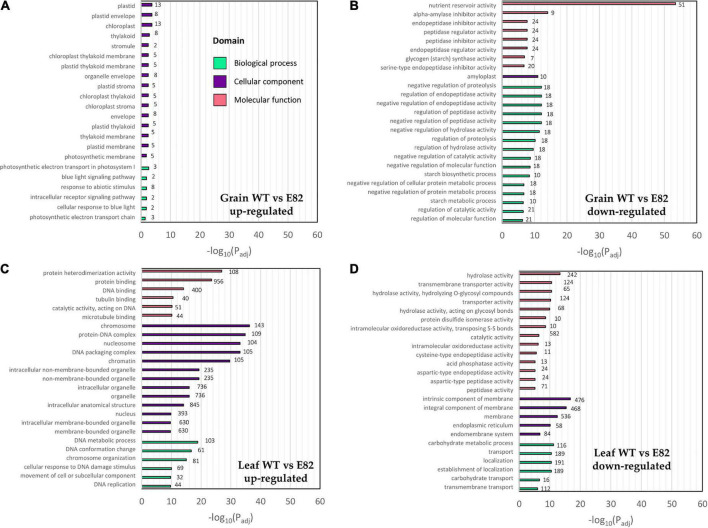
Gene Ontology (GO) enrichment analysis of up- and down-regulated genes in the wild type (WT) vs. E82 comparison in grain **(A,B)** and leaf **(C,D)** tissues. The top GOs are represented. Values on the bars represent the number of differentially expressed (DE) genes annotated with each GO term. *P*-value was adjusted with the Benjamini-Hochberg method.

### Grain proteins are strongly affected by the RNAi

The expression of gliadin genes, targeted by the RNAi silencing fragment, was strongly decreased in the E82 line at 20 DAA, but glutenin genes and other non-targeted grain proteins like avenin-like proteins (ALPs), α-amylase/trypsin inhibitors (ATIs), puroindolines, purinins, and purothionins, had lower expression in E82, which correspond with a high number of DE genes in WT vs. E82 grain comparison (Figure 2). 

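Glo3, which the paper also measured by qPCR, is listed there with 2 IDs on chromosome 4A. TraesCS4A02G296100 had 8350 ± 1190 CPM in WT grain (SD, n = 3) and 4900 ± 380 CPM in E82 grain, a log2FC of -0.77 (standard error 0.191, adjusted p = 0.109 from edgeR's quasi-likelihood test). Every E82 library was below every WT library for this gene. DESeq2 was the only one of 13 alternatives set before the data were examined that called it (range of the adjusted p over them, 1.0e-05 to 1), and it was also called without WT grain replicate 1 (adjusted p = 0.0358). TraesCS4A02G296000 had 3320 ± 1350 CPM in the WT and 2350 ± 160 CPM in E82, with a log2FC of -0.50 (standard error 0.277, adjusted p = 0.593 from the same test), a difference smaller than the spread of the WT libraries. Adjusted over the list alone, 1 of the 2 genes was lower in E82. The remaining globulin and triticin genes were not analysed here.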

Interestingly, globulins and triticins genes were not DE in the E82 RNAi line (Figure 2), except for one gene encoding 19 kDa globulin.

**FIGURE 2:**
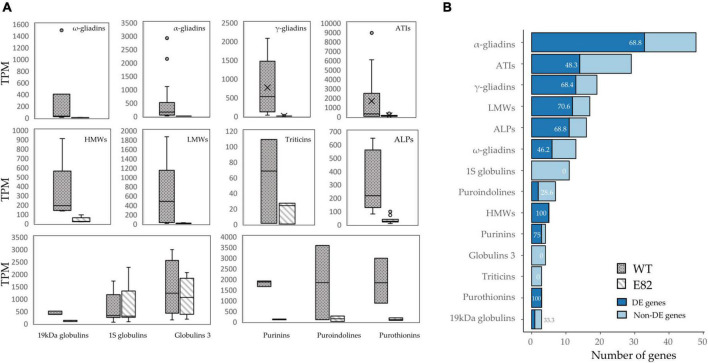
**(A)** Overview of the expression of differentially expressed (DE) genes coding for grain proteins between the wild type (WT) and E82. For globulins and triticins, we represented all genes. The line in the box represents the median value. **(B)** Number of DE and non-DE genes for each protein type. The number in bars indicates the percentage of DE genes. Gene annotations were extracted from the RefSeq v1.1, Juhász et al. (2018) and Altenbach et al. (2020) and Huo et al. (2018a,b), and for triticins, we performed a blastp of three protein sequences of triticins from Butte 86 summarized in Altenbach et al. (2020) against the wheat genome.

The synthesis and deposition of gliadins and glutenins were also monitored by RP-HPLC throughout grain filling. As shown in Supplementary Figure 1, the E82 line had lower content than the WT for the α- and γ-gliadins from the first stages of grain filling, including 20 DAA, while the ω-gliadins content was lower in E82 only at 40 DAA (Supplementary Figure 1A). In the case of glutenin proteins, the HMW content was higher in E82 than the WT in the first stages (Supplementary Figure 1A) while the LMW content was lower in E82 at 20 DAA (Supplementary Figure 1A).

The total protein content for the different gliadin fractions obtained by RP-HPLC (Supplementary Figure 1B) and the abundance of unique peptides by LC-MS/MS (Supplementary Table 5) at harvesting confirmed that E82 has less content of gliadins and a lower abundance of unique peptides for all the gliadin fractions than the WT (Supplementary Figure 1B and Supplementary Table 5). The content of glutenin protein fractions and their abundance of unique peptides varied in the same way, decreasing only for the LMW in the E82 RNAi line (Supplementary Figure 1B and Supplementary Table 5). Moreover, the NGPs that were increased in E82 at harvesting (Supplementary Figure 1C), particularly globulins and triticins, lipid transfer proteins (LTPs), and serpins, also increased the abundance of unique peptides (Supplementary Table 5). All these protein rearrangements do not affect the total grain N content, which was not statistically different between E82 and the WT (Supplementary Figure 1C).

### Starch synthesis-related genes are also affected in the RNAi line

RNAi silencing in the E82 line also affects the starch content and the genes involved in its regulation. For grain tissue, 14 SSRGs, coding for key enzymes in starch synthesis, were down-regulated compared to the WT at 20 DAA (Supplementary Table 6 and Figure 3), which agrees with the lower content of starch and the lower kernel weight detected in the E82 line at harvesting (Supplementary Figure 1D,E), and with the lower normalized gene expression of SSIIIa/SSIII-2 genes in the grain of E82 obtained by qPCR (Supplementary Figure 2). Moreover, for the flag leaf, the expression of five and four SSRGs were up-and down-regulated, respectively, in the E82 line (Supplementary Table 6 and Figure 3).

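Of the 20 SSRGs of Supplementary Table 6, 18 had a log2FC below 0 in grain. In edgeR's quasi-likelihood test, 4 of them were lower with an adjusted p-value under 0.05 over all genes tested, and 15 when adjusted over the list alone. The table was drawn up from these same libraries, so the second number is not independent evidence. Every E82 library was below every WT library for 16 of the 20 genes. Chance separates the lines in 10% of genes, counting both directions. Since the list was drawn up from these libraries, that share is no yardstick for it. With the exact test in place of the quasi-likelihood test, 15 genes were called, and without WT grain replicate 3 the quasi-likelihood test called 14, against 0 without E82 grain replicate 3, where 15 had an unadjusted p-value under 0.05. Beyond the extremes of the list, the genes described one by one were chosen after their values were seen. An OsBT1-1 gene, TraesCS6B02G210000, had 15.9 ± 16.9 CPM (SD, n = 3) in the WT and no count in E82, at least 221-fold lower (adjusted p = 0.0135 from edgeR's quasi-likelihood test). Its homeolog TraesCS6D02G168200 fell from 9.12 ± 10.1 CPM to no count, at least 127-fold (adjusted p = 0.0207). Without WT grain replicate 1 these bounds were 89.7-fold and 47.3-fold. GBE1/BEIIb (TraesCS2A02G310300) fell from 56.3 ± 67.4 to 1.15 ± 0.915 CPM, with a log2FC of -5.59 (standard error 1.02, adjusted p = 0.0296). SSIIIa/SSIII-2 on chromosome 1B (TraesCS1B02G119300) fell from 32.1 ± 26.5 to 0.283 ± 0.291 CPM, with a log2FC of -6.82 (standard error 0.961, adjusted p = 0.00861). This gene lies in the stretch of chromosome 1B in which nearly all genes were reduced in E82 in both tissues. Its homeologs on chromosomes 1A (TraesCS1A02G091500) and 1D (TraesCS1D02G100100) had a log2FC of -4.49 (standard error 1.21, adjusted p = 0.146) and -1.83 (standard error 0.555, adjusted p = 0.218). Without WT grain replicate 1 their log2FC was -2.84 and -0.75.

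The other 11 genes lower in the list-wide test had a log2FC between -4.82 and -1.87, with adjusted p-values over all genes of 0.0576 to 0.212. Their spread came mostly from the WT. All 14 SSRGs that the paper reports as lower decreased from WT grain replicate 1 to 2 to 3, and the median ratio of replicate 1 to replicate 3 was 13.4. The gene with the highest log2FC in the list was SPS (TraesCS4B02G091100), at 26.5 ± 4.56 CPM in the WT and 33.5 ± 12.3 CPM in E82 (log2FC 0.34, standard error 0.286, adjusted p = 0.812). The paper relates the lower expression of these genes to the lower starch content and kernel weight of E82 at harvest.

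**Figure D1:**
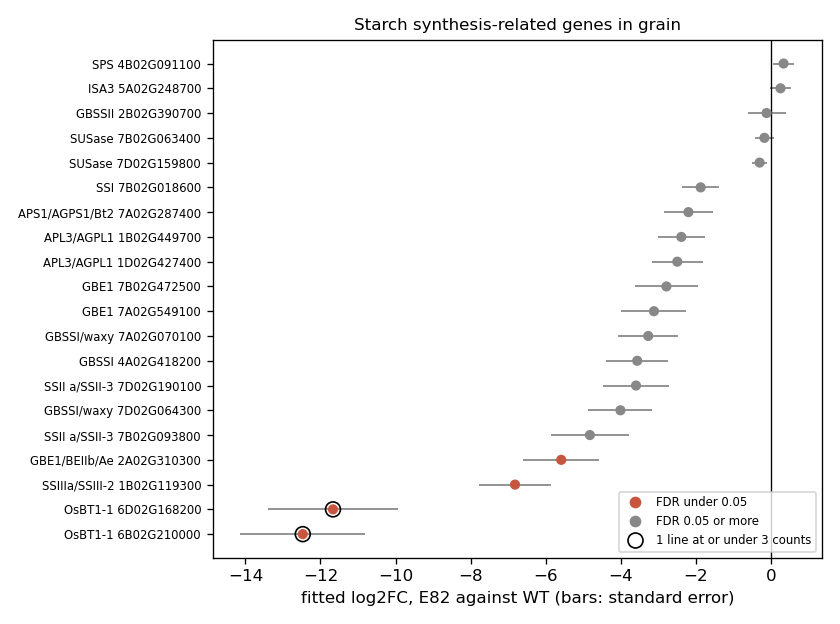
Fitted log2FC of the 20 SSRGs in grain, E82 against WT, on the horizontal axis, with bars for the standard error and a row per gene. The standard error is the size of the log2FC over the square root of the test's F statistic. Red points have an adjusted p-value under 0.05 over all genes. Circled points are genes without a count in E82, whose fitted log2FC is no bound and whose bar is no measure of its error. The points run from -12.47 for OsBT1-1 on chromosome 6B to 0.34 for SPS.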

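In flag leaf, 14 of the 20 SSRGs passed the CPM filter, and none had an adjusted p-value under 0.05 over all genes in edgeR's quasi-likelihood test. At an unadjusted p-value under 0.05, 6 were higher and 4 lower in E82, and 5 were higher and 4 lower when adjusted over the list alone. The likelihood ratio test, the exact test and DESeq2 each called 5 higher and 4 lower. The genes called by the exact test were not all those that the paper reports. The quasi-likelihood test called 4 and 2 without WT leaf replicate 1, and 0 with any other library left out. Apart from GBE1 and GBSSI/waxy, the genes that follow were chosen after their values were seen. SPS (TraesCS4B02G091100) rose from 114 ± 24.2 to 313 ± 34.3 CPM (SD, n = 3), with a log2FC of 1.46 (standard error 0.218, adjusted p = 0.0739 from edgeR's quasi-likelihood test). GBSSII (TraesCS2B02G390700) rose from 6.8 ± 5.26 to 37.5 ± 11.7 CPM and SSI (TraesCS7B02G018600) from 63.4 ± 9.56 to 119 ± 4.65 CPM, both with an adjusted p = 0.0864 in that test. GBE1 (TraesCS7B02G472500) had no count in the 3 WT leaf libraries and between 123 and 166 counts in E82, at least 33.7-fold higher. For GBE1/BEIIb (TraesCS2A02G310300), also without a count in WT leaf, the bound was 7.56-fold, or 4.94-fold without E82 replicate 3. The WT leaf libraries had no count for 30.5, 43.4 and 68.8% of the genes at 1 to 2 CPM in E82 leaf, and 14% had none in all 3. GBSSI/waxy on chromosome 7A (TraesCS7A02G070100) had 2.03 ± 1.37 CPM in the WT and at most 2 counts in an E82 library, at least 35-fold lower (adjusted p = 0.113). APL3/AGPL1 (TraesCS1D02G427400) fell from 42.1 ± 9.74 to 14.6 ± 6.47 CPM, and SUSase (TraesCS7D02G159800) from 98.4 ± 25.2 to 49.1 ± 6.4 CPM. The list held 3 genes with a different effect of E82 in leaf and in grain by the interaction of line and tissue: GBE1 and GBE1/BEIIb (adjusted p = 0.0103 and 0.0139) and SSI (adjusted p = 0.0395).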

**FIGURE 3:**
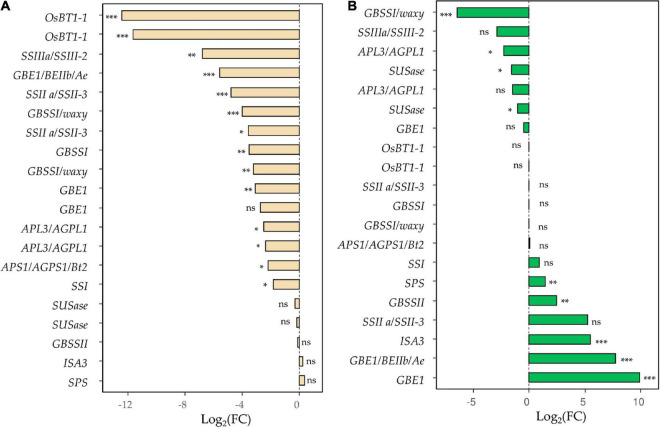
Starch synthesis-related genes (SSRGs) differentially expressed (DE) in **(A)** grain and/or **(B)** leaf tissue for the pair-wise comparison wild type (WT) vs. E82. *, FDR < 0.05; **, FDR < 0.01; ***, FDR < 0.001; ns, non-significant; FDR, False Discovery Rate.

### Candidate TFs for the grain protein and starch synthesis regulation in the E82 RNAi line

Many of the genes proposed in previous research for the regulation of SSPs and starch synthesis are listed in Supplementary Table 7, including the *TabZIPs* which play a role in the amylose biosynthesis in wheat (Kumar et al., 2018). Among these genes, transcriptomic data showed that the A-subgenome homeolog of the *TaPBF* was significantly down-regulated in the E82 line, while the other two homeologs present a low, not significant expression (Supplementary Table 7). Moreover, in the qPCR analysis, the pooled three homeologs for *TaPBF* were down-regulated in the E82 line (Supplementary Figure 2). However, the rest of the TFs listed in Supplementary Table 7 were not DE in the grain of E82, and therefore they may not be relevant for explaining the rearrangements in the regulation of the SSP and starch synthesis genes in the E82 line. 

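The 3 homeologs of TaPBF, a DOF transcription factor that binds the prolamin box, had similar levels in WT grain. TaPBF-A (TraesCS5A02G155900) had 21.9 ± 22.5 CPM (SD, n = 3) in the WT and 0.31 ± 0.302 CPM in E82, with a log2FC of -6.14 (standard error 1.09, adjusted p = 0.0259 from edgeR's quasi-likelihood test). The counts were 1926, 605 and 288 in the WT replicates and 0, 28 and 11 in those of E82. Of 13 alternatives, 11 called the gene. With each library left out in turn the log2FC lay between -7.21 and -4.89, and the gene was called without WT replicate 3 (adjusted p = 0.0112) but not in the 5 other fits (adjusted p from 0.0508 to 0.178). The B homeolog (TraesCS5B02G154100) fell from 22.6 ± 25.4 to 0.707 ± 1.22 CPM (log2FC -5.09, standard error 1.5, adjusted p = 0.203). The D homeolog (TraesCS5D02G161000) fell from 24.2 ± 33.5 to 0.627 ± 1.09 CPM (log2FC -5.37, standard error 1.62, adjusted p = 0.214). Both had no count in E82 replicates 1 and 2, and 71 and 63 counts in E82 replicate 3. None of the 13 alternatives called either of them. For each homeolog, every E82 library was below every WT library. A difference among the homeologs themselves was not tested.

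**Figure D2:**
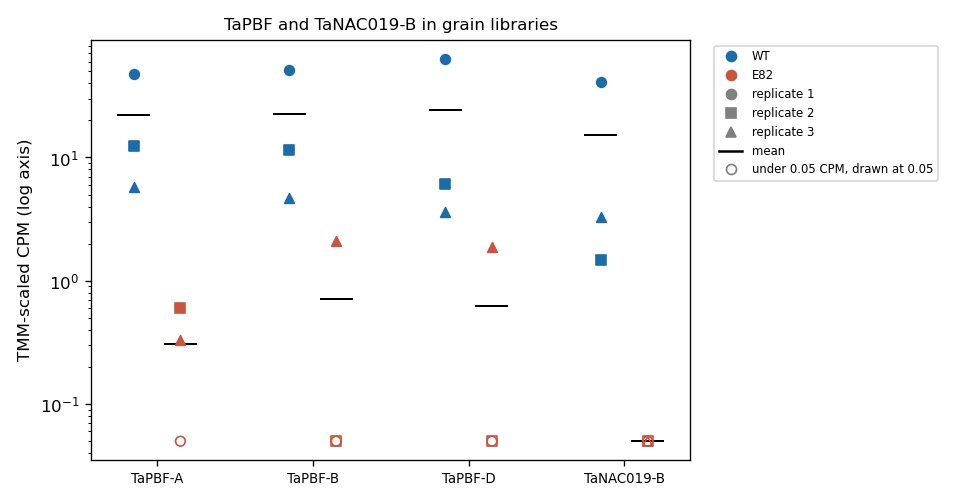
TMM-scaled CPM of the TaPBF homeologs and TaNAC019-B in each grain library, on a log axis, with WT in blue, E82 in red, a symbol per replicate and a line for each mean. Open symbols mark libraries under 0.05 CPM, drawn at 0.05. In all 4 genes WT replicate 1 is the highest library and every E82 library lies below every WT library.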

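Apart from TaPBF-A, none of the 49 TFs of Supplementary Table 7 had an adjusted p-value under 0.05 over all genes in edgeR's quasi-likelihood test. Adjusted over the list alone, 3 genes were lower in E82, and 5 had an unadjusted p-value under 0.05, all of them lower. Besides the TaPBF homeologs these were TabZIP167.2 (TraesCS5D02G178800), which fell from 9.14 ± 8.23 to 1.01 ± 0.256 CPM (SD, n = 3; log2FC -3.17, standard error 0.715, adjusted p = 0.0736), and GAMYB on chromosome 3A (TraesCS3A02G336500), which fell from 19.4 ± 16.2 to 3.04 ± 1.37 CPM (log2FC -2.67, standard error 0.621, adjusted p = 0.0822). DESeq2, the exact test and the likelihood ratio test each called 3 genes of the list, as did the quasi-likelihood test without WT grain replicate 3, while it called 0 in the 5 other fits that left out a library, with 5 or 6 genes at an unadjusted p-value under 0.05 in each. TabZIP167.2 and GAMYB were chosen after their values were seen. The remaining 44 genes had a log2FC from -1.18 to 1.49, the highest being that of TabZIP238.1 (TraesCS7A02G207100; standard error 0.792, adjusted p = 0.573).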

The expression of homeologs of the *TaSPA*, which has a key role in the biosynthesis of prolamins and starch (Guo et al., 2020), was not over the threshold to be included in the DGE analysis.

Because of the above results, the GENIE3 network was used to find other TFs related to the SSPs and starch synthesis. This network provides biologically-relevant information based on TF’s targets prediction, and it was demonstrated for bread wheat TFs related to senescence (Harrington et al., 2020). We searched the DE TFs in the grain of E82 in the wheat GENIE3 network, selecting those which had shared Ratio values higher than zero (at least one of their target genes was DE in the grain of E82). 

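Supplementary Table 8 lists the DE TFs with targets in the GENIE3 network. Of these 30 genes, 28 passed the CPM filter in grain, and 19 had an adjusted p-value under 0.05 over all genes in edgeR's quasi-likelihood test, all lower in E82. Adjusted over the list alone, 27 were lower and 1 higher, but the TFs were chosen on these same libraries, so that number is not independent evidence. In a fit in which all 12 libraries shared one estimate of the spread, 2 were under the threshold, whereas the likelihood ratio test called 28. The quasi-likelihood test called 26 without WT grain replicate 3 and 2 without E82 grain replicate 2. In community 3, all 9 genes were called, with adjusted p-values of 0.00306 to 0.0344. Among them NFYB9 (TraesCS7A02G214700) had 13.2 ± 9.42 CPM (SD, n = 3) in the WT and no count in E82, at least 184-fold lower, or 116-fold without WT replicate 1. Community 5 had 6 of 12 genes called and community 4 had 3 of 4. A DREB TF (TraesCS7B02G140300) had 3.16 ± 1.53 CPM in the WT and no count in E82, at least 44-fold lower (adjusted p = 0.0189). The 2 genes of community 1 are both annotated as MYB59. That on chromosome 3A (TraesCS3A02G535100) fell from 15.4 ± 7.39 to 0.145 ± 0.114 CPM (log2FC -6.78, standard error 0.646, adjusted p = 0.00067), and that on chromosome 3D (TraesCS3D02G540600) rose from 2.99 ± 1.47 to 9.96 ± 3.34 CPM (log2FC 1.73, standard error 0.439, adjusted p = 0.118). The first lies in the stretch of chromosome 3A in which nearly all genes were reduced in E82 in both tissues, and the second in a stretch of chromosome 3D in which most genes were raised. A PLATZ TF (TraesCS3D02G505200) in that 3D stretch had 4.06 ± 4.05 CPM in the WT and no count in E82. NFYB9, MYB59 on chromosome 3A and this PLATZ TF were chosen after their values were seen. In community 2, NF-YC4 (TraesCS4D02G223400) and a GLK1 gene (TraesCS7D02G347500) did not pass the filter, with counts in 1 E82 grain library and none in the WT. Of the 28 genes at 1 CPM or more in WT grain, 23 decreased from WT replicate 1 to 2 to 3, where the order of 3 replicates falls this way in 16.7% of cases by chance.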

Only 30 out of 3,000 TFs present in the GENIE3 network met both criteria (Figure 4), being clustered in five communities (Figures 4B,C). The TF *TaPBF-A* belongs to community 3, which together with community 5, has the highest shared Ratio values (Figure 4C). Therefore, these TFs form a complex regulatory cascade and will be considered candidate TFs throughout this work.

**FIGURE 4:**
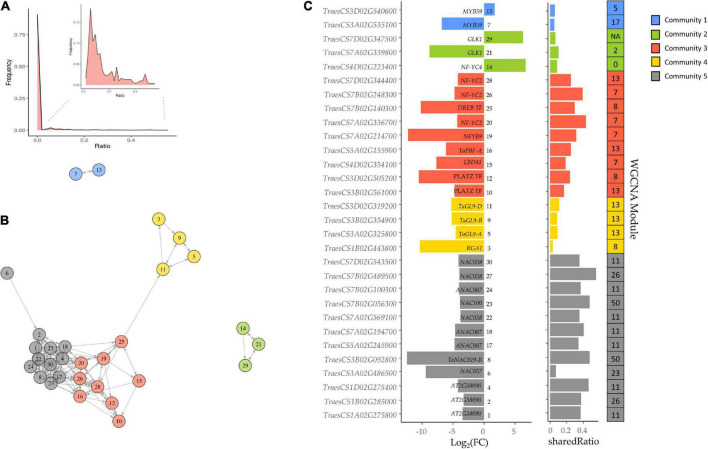
**(A)** Frequency of shared genes between Gene Network Inference with Ensemble of trees (GENIE3) transcription factors (TFs) target genes and differentially expressed (DE) genes in the grain of E82 compared to the wild type (WT). For improving the representation of frequencies, we remove those TFs with zero shared genes in the insert. **(B)** Network of candidate TFs implicated in the protein and starch changes in the grain of E82. All these genes are DE TF with a shared Ratio > 0. The different colors represent the community of nodes detected based on greedy optimization of modularity. **(C)** Fold-change (FC) values and shared Ratio of each gene in the network. Gene name (*A. thaliana* ortholog information) and network ID are represented in the plot. On the right, there is the module of the Weighted Gene Co-expression Network Analysis (WGCNA) network for grain tissue to which each TF belongs.

To establish the putative function of each TF, we summarized (Supplementary Table 8) the top three GO terms most enriched for each TF from previously GO enrichment analysis for the GENIE3 network. Many of the TFs were in communities 3, 4, and 5, and associated with carbohydrate-mediated signaling, detection of nutrients, glycogen metabolism, lipid storage, regulation of endopeptidase activity, regulation of catalytic activity, energy reserve metabolic process, and seed oil body biogenesis. TFs in communities 2 and 1 were related to photosynthesis and defense response processes, respectively (Supplementary Table 8).

Each candidate TF was then assigned to a module according to the grain co-expression network constructed with WGCNA (Figure 4C), and the percentage of DE genes in each module for the E82 grain was represented (Figure 5A). The *TaPBF-A* was addressed to module 13 (Figure 4C), together with a high number of other down-regulated genes in E82 (Figure 5A). Next, we extracted all the genes from this module and performed GO enrichment analysis; the GO terms related to carbohydrate metabolism were enriched (Figures 5B,C), and GOs related to amino acid metabolism stand out (Supplementary Table 9). In addition, module 11 was also overrepresented among the candidate TFs and has a high percentage of DE genes in the grain of E82 (Figures 4C, 5A). As for module 13, we performed GO enrichment analysis of genes included in module 11, and we found nutrient reservoir activity and α-amylase inhibitor activity terms enriched (Figures 5B,C).

**FIGURE 5:**
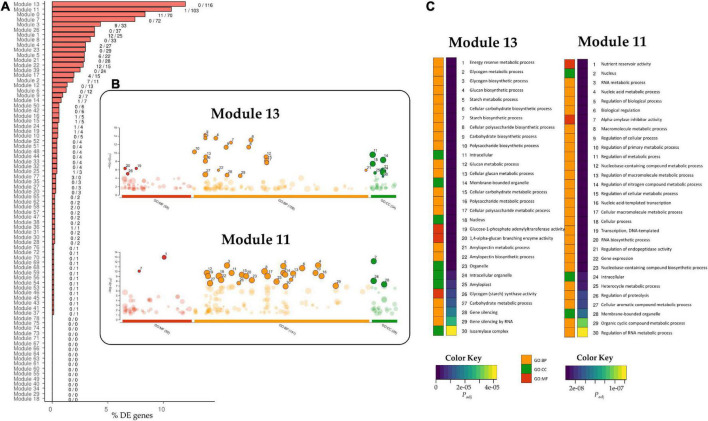
**(A)** Percentage of differentially expressed (DE) genes that belong to each module in the Weighted Gene Co-expression Network Analysis (WGCNA) network for grain tissue. The label close to the bars indicates the number of up/down-regulated genes in each module. **(B)** Manhattan plot of the Gene Ontology (GO) enrichment analysis of genes in modules 13 and 11 of the WGCNA network from grain tissue. The number of enriched GOs per domain is indicated between parentheses. The enriched GOs are represented, and the top 30 GO enriched are highlighted. **(C)** The adjusted *P*-value with the Benjamini-Hochberg method of the top 30 enriched GOs is represented per domain in modules 13 and 11. GO:MF, Molecular Function domain; GO:BP, Biological Process domain; GO:CC, Cellular Component domain.

The next step was to establish the match between the modules where the candidate TF genes were and the modules in which the grain protein genes and SSRGs were included. Other grain proteins such as LTPs and serpins, in the list of allergens and immune-responsive proteins implicated in human diseases listed in Juhász et al. (2018), were added to the study. We also searched these genes in the WGCNA grain co-expression network (Figure 6). Briefly, many gliadin and glutenin DE genes in the grain of E82 shared the same modules as the candidate TFs (Figure 6). The same occurs with other grain protein genes such as ATIs, ALPs, purothionins, puroindolines, purinins, serpins, and LTPs (Figure 6). Some grain protein genes such as globulins, including triticins genes, were not DE in our RNA-seq data analysis, although some of them showed a slight tendency to decrease in E82, being one 19 kDa globulin gene down-regulated (Figures 2A,B). While the genes for globulin 1S and globulin 3 were included in module 4 (not containing any of the candidate TFs), the 19 kDa globulin and triticin genes were included in module 26, and modules 11 and 50 respectively, with candidate TFs of community 5 (Figure 6). On the other hand, all the SSRGs down-regulated in E82 grain were also included in the same modules as the candidate TFs, except for *SSIIa/SSII-3* genes (Figure 6).

**FIGURE 6:**
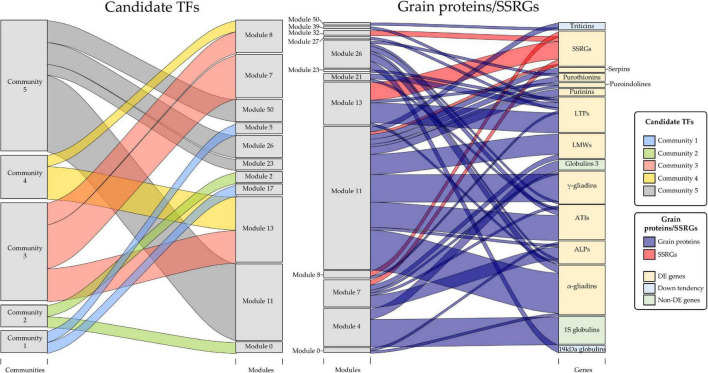
Relationships between communities of candidate transcription factors (TFs) and modules of Weighted Gene Co-expression Network Analysis (WGCNA) grain co-expression network (left), and between these modules and grain proteins/starch synthesis-related genes (SSRGs) (right). The size of the gray boxes indicates the number of genes contained in each category. All the grain protein genes and SSRGs used for representation were differentially expressed (DE) in our RNA-seq analysis. In the case of grain protein genes, the globulin ones non-DE were included for discussion purposes. Down tendency: genes with non-significant lower expression in E82, except for one DE gene encoding 19 kDa globulin.

### The source-sink communication during grain filling is greatly affected by RNAi silencing

We also carried out an RNA-Seq analysis in leaves to determine if the transcriptomic changes found in the grain of the E82 line during grain filling could modulate the transcriptome of the leaf. As shown in Figure 7, there were many transcriptomic changes in the leaf of E82 against the WT. 

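By the number of genes with an adjusted p-value under 0.05, the order of the tissues depended on the test and on the filter. The quasi-likelihood test of edgeR gave 905 genes in grain and 88 in leaf, while DESeq2 gave 2604 and 5702, the exact test 2086 and 5869, and the likelihood ratio test 2516 and 6783. Under the last 3, more leaf genes were higher than lower in E82. The quasi-likelihood test with the filterByExpr filter gave 3279 higher and 726 lower genes in leaf. At an unadjusted p-value under 0.05 the quasi-likelihood test gave 6632 genes in grain and 10398 in leaf. The difference between the tissues was tested as the interaction of line and tissue over all 12 libraries, where 2056 of 70086 genes had an adjusted p-value under 0.05. The log2FC was higher in leaf than in grain for 1803 of them and lower for 253. Without WT leaf replicate 1 these numbers were 5808 and 739, and without E82 grain replicate 2 they were 487 and 62. With library totals alone in place of TMM they were 1475 and 520. The paper does not say whether leaf and grain of one replicate number came from one plant, and with the plant as a block on that assumption 0 genes were called (5689 at an unadjusted p-value under 0.05).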

In fact, there were more DE genes in the E82 leaf than in the grain, and a higher number were up- than down-regulated. Many of the up-regulated genes were related to the DNA metabolism and chromosome organization (Figure 1C), while the down-regulated ones were related to peptidase activity, carbohydrate metabolism, and transport (Figure 1D, Supplementary Table 6 and Figure 3B). Moreover, starch and sucrose metabolism and amino acids metabolism pathways were enriched in the down-regulated genes of E82 (Figure 7B). All these processes are linked to source-sink interactions during grain-filling (Yu et al., 2015). As for grain tissue, the WGCNA co-expression modules ordered by their percentage of DE genes were represented (Figure 7C). The higest percentages of DE genes in the leaf were in modules 0, 1, 2, 3, 6, and 7 (Figure 7C). Then, a GO enrichment analysis was performed for the up-and down-regulated genes in the modules with a higher percentage of DE genes: protein heterodimerization, hydrolase activity, and glutamate and glutamine biosynthesis processes, among others, were enriched; GOs as transmembrane transport and carbohydrate metabolism were only enriched in the down-regulated genes (Figure 7C).

**FIGURE 7:**
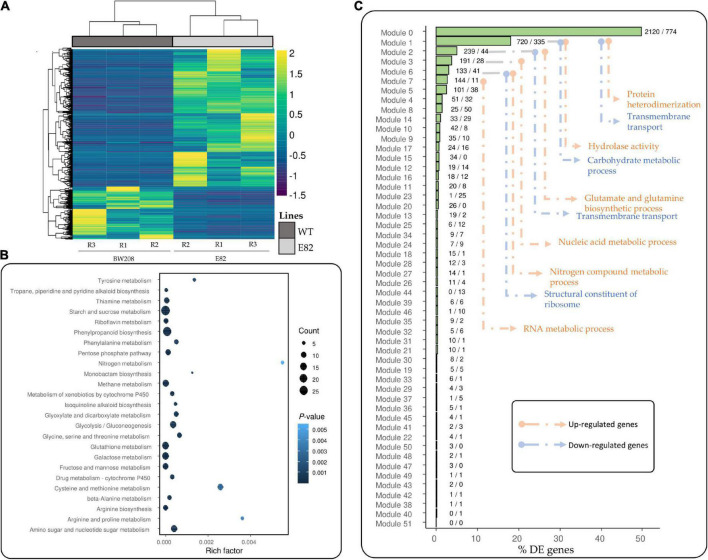
**(A)** Heatmaps of Transcript Per Million (TPM) for differentially expressed (DE) genes for the wild type (WT) vs. E82 comparison in leaf tissue. Values are scaled by row (–1.5 to 2). Dendrograms of genes and lines were represented. **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for down-regulated genes in E82 leaf tissue against the WT. The rich factor is the division between the number of DE genes annotated and the total number of genes annotated in each pathway. The count value is the number of DE genes annotated in this Kegg Orthology (KO). **(C)** Percentage of DE genes which belong to each module in the Weighted Gene Co-expression Network Analysis (WGCNA) network for leaf tissue. The label close to the bars indicates the number of up-/down-regulated genes in each module. The most enriched GOs for the set of up- and down-regulated genes in each module were represented following the arrows. R: replicate.

Then, we decided to study more in detail the genes related to peptidase activity and nutrients transport in the leaf of E82 because of their implication in the source-sink communication and, in the end, in the SSP and starch content in grain.

#### Proteases and protease inhibitors in the leaf of E82

The Papain-like cysteine proteases (CysProt), belonging to C1A according to the MEROPS database (Rawlings et al., 2016), play a main role in the proteolytic activity and nutrient remobilization during leaf senescence. Then, genes annotated in RefSeq v1.1 with the PFAM “Peptidase_C1” (PF00112) were searched on WheatMine website (https://urgi.versailles.inra.fr/WheatMine). Among them, one ortholog of *HvPap1* of *Hordeum vulgare* (NCBI Acc. N.: BN000093), was down-regulated in E82 (Supplementary Table 10). In addition, four and five (*HvPap4* orthologs, RD19D, *Psy1-D1* ortholog, and *HvPap14* ortholog) CysProt genes were down- and up-regulated in E82, respectively (Supplementary Table 10). 

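Supplementary Table 10 holds 9 CysProt genes, of which 8 passed the CPM filter in leaf. None had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 3 were higher and 4 lower in E82 at an unadjusted p-value under 0.05 as well as when adjusted over the list alone. Without WT leaf replicate 1, 8 of the CysProt and cystatin genes together were called, and 0 with any other library left out. The HvPap1 ortholog (TraesCS5A02G326100) fell from 566 ± 108 to 281 ± 23.2 CPM (SD, n = 3), with a log2FC of -1.01 (standard error 0.211, adjusted p = 0.0864). It was called under 7 of 13 alternatives, the exact test included (adjusted p = 0.0139 there, and 1.07e-05 to 0.322 over the alternatives). Triticain beta (HvPap7; TraesCS2A02G545700) had the lowest log2FC of the list, -3.79 (standard error 0.772, adjusted p = 0.0864), from 12.8 ± 3.39 to 0.917 ± 0.642 CPM. The higher genes were at the detection floor in WT leaf, so their fold bounds cover counting error only. The WT leaf libraries had no count for 30.5, 43.4 and 68.8% of the genes at 1 to 2 CPM in E82 leaf. The bounds do not cover such zeros, so equal expression is not excluded for these genes. Psy1-D1 (TraesCS3D02G232500) and 1 HvPap4 ortholog (TraesCS5D02G152400) had no count in the WT and 0.644 ± 0.351 and 0.635 ± 0.305 CPM in E82, at least 8.08-fold and 7.96-fold higher. The other HvPap4 ortholog (TraesCS5B02G138300) had 43, 19 and 0 counts in the E82 replicates and none in the WT. RD19D (TraesCS2A02G187400) had 3 counts in WT replicate 3 and 0.623 ± 0.255 CPM in E82, at least 7.81-fold higher. The HvPap14 ortholog (TraesCS3A02G348500) did not pass the filter, with 19, 0 and 11 counts in E82. For RD19D, Psy1-D1 and TraesCS5D02G152400 the interaction of line and tissue had an adjusted p of 0.029, 0.0216 and 0.0381. The zeros of WT leaf limit these values too.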

In the case of cystatins, specific modulators of C1A peptidase activities, we looked for the cystatin domain (IPR000010) in WheatMine. There were five DE cystatin genes in E82. One of them was up-regulated in E82 (ortholog of *Icy2* of *H. vulgare*) (Supplementary Table 10). 

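The 5 cystatin genes had adjusted p-values of 0.0751 to 0.119 in edgeR's quasi-likelihood test in leaf. All 5 passed the threshold when adjusted over the list alone, 1 higher and 4 lower in E82. Their list was chosen by the study on these libraries, so that number is not independent evidence. The Icy2 ortholog (TraesCS5D02G502200) had no count in WT leaf and 6, 11 and 45 counts in E82, or 0.407 ± 0.43 CPM (SD, n = 3), at least 5.1-fold higher (adjusted p = 0.0901), or 2.01-fold without E82 replicate 3. This bound covers counting error only. Of the genes at 1 to 2 CPM in E82 leaf, 30.5, 43.4 and 68.8% had no count in the WT leaf libraries. Equal expression of the Icy2 ortholog is therefore not excluded. Of the lower genes, 2 were chosen after their values were seen. An Icy1-2 gene on chromosome 1D (TraesCS1D02G310300) fell from 98.8 ± 24.3 to 36.1 ± 2.81 CPM (log2FC -1.45, standard error 0.229, adjusted p = 0.0751), and an Icy8 gene on chromosome 2D (TraesCS2D02G128900) from 15 ± 3.4 to 3.24 ± 0.746 CPM (log2FC -2.21, standard error 0.473, adjusted p = 0.0864).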

The serine proteases, together with CysProt, are also the most abundant enzymes associated with leaf senescence (Roberts et al., 2012). In the case of these peptidases, we filter genes with serine-type peptidase and endopeptidase activity in RefSeq v1.1. 

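Supplementary Table 11 gives 31 different serine protease IDs, since 4 of its rows repeat an ID, and 24 of them passed the CPM filter in leaf. In edgeR's quasi-likelihood test none had an adjusted p-value under 0.05, while 11 were higher and 10 lower in E82 when adjusted over the list alone, as also at an unadjusted p-value under 0.05. The list was drawn up from these libraries, so the count over the list alone is not independent evidence. The likelihood ratio test called 18 of them. The quasi-likelihood test called 15 without WT leaf replicate 1, against 0 with any other library left out. Of the 19 IDs that the paper gives as higher, 16 had no count in any WT leaf library. Fold bounds for such genes cover counting error only. They do not cover the zeros of WT leaf, found for 30.5, 43.4 and 68.8% of the genes at 1 to 2 CPM in E82 leaf. TraesCS5B02G404600 had the highest log2FC and 2.13 ± 1.43 CPM (SD, n = 3) in E82 against no count in the WT, at least 26.7-fold higher (adjusted p = 0.0867), or 16.4-fold without E82 replicate 2. TraesCS1B02G110400 had the lowest, with 9.98 ± 6.03 CPM in the WT and 1 count in the E82 libraries together, at least 173-fold lower (adjusted p = 0.0751). It lies in the stretch of chromosome 1B reduced in E82 in both tissues. TraesCS1A02G178300 fell from 68.8 ± 8.51 to 27.9 ± 3.66 CPM (adjusted p = 0.0751), and TraesCS6A02G220500 rose from 101 ± 15 to 223 ± 39.3 CPM (adjusted p = 0.0864); the last 2 genes were picked after their values were seen, for counts well above the floor in both lines.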

Briefly, 20 of these genes were up-regulated and 15 were down-regulated (Supplementary Table 11).

#### Sugar and amino acid transporters in the leaf and grain of E82

Both, carbohydrate and transmembrane transport GOs were enriched among the down-regulated genes in the leaf of E82 (Figure 1D). The carbohydrate transport genes were identified accordingly to the work of Gautam et al. (2019), and the DE ones are listed in Supplementary Table 12. For carbohydrate transport, many of the *TaSWEET* and *SUT* genes were down-regulated in the leaf of E82 (Figure 8 and Supplementary Table 12). In addition, the expression of *TaSWEET13* homeolog genes (*TraesCS6B02G421800* and *TraesCS6D02G367400*) was also studied by qPCR, confirming the down-regulation in the leaf of E82 against the WT (Supplementary Figure 2). 

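In flag leaf, 12 of the 14 TaSWEET genes of Supplementary Table 12 and all 3 SUT genes had a log2FC below 0. None had an adjusted p-value under 0.05 over all genes in edgeR's quasi-likelihood test, but 10 TaSWEET and 3 SUT genes were lower when adjusted over the list alone, and as many at an unadjusted p-value under 0.05. That list was chosen on these libraries, so the count over it alone is not independent evidence. Of its 55 transporter genes, 36 were called without WT leaf replicate 1, against 1 with all libraries. With any other library left out, 0 or 1 was called. TaSWEET13g-6B (TraesCS6B02G421800) fell from 3910 ± 520 to 590 ± 257 CPM (SD, n = 3), with a log2FC of -2.73 (standard error 0.382, adjusted p = 0.0693). TaSWEET13f-6D (TraesCS6D02G367400) fell from 5090 ± 1590 to 706 ± 300 CPM, with a log2FC of -2.85 (standard error 0.435, adjusted p = 0.0739). Each was called under 8 of 13 alternatives, with an adjusted p of 8.69e-09 and 1.04e-07 in the exact test. Over the alternatives the adjusted p ranged from 7.47e-15 to 0.198 for the first and from 1.68e-12 to 0.202 for the second. SUT1A (TraesCS4A02G016400), SUT1C (TraesCS4B02G287800) and SUT1D (TraesCS4D02G286500) had 836 ± 40.9, 1090 ± 168 and 974 ± 137 CPM in the WT, and 267 ± 101, 355 ± 160 and 328 ± 96.7 CPM in E82. Their log2FC lay between -1.65 and -1.57, each with an adjusted p = 0.0864. All these differences were larger than the spread within either line. The TaSWEET13 copies on chromosome 6B are neighbours by ID, so reads could be shared among them.

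**Figure D3:**
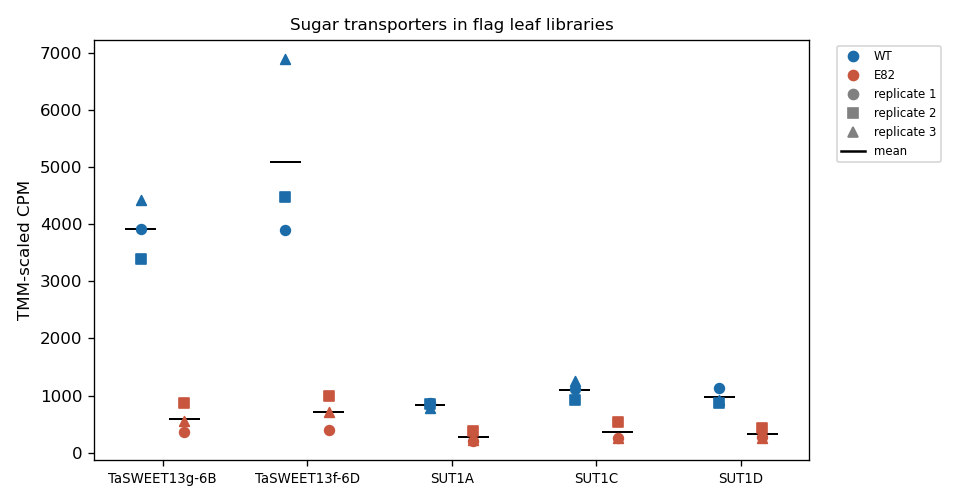
TMM-scaled CPM of 2 TaSWEET13 and 3 SUT1 genes in each flag leaf library, on a linear axis, with WT in blue, E82 in red, a symbol per replicate and a line for each mean. Every E82 library lies below every WT library in each gene, with means of 3910 against 590 CPM for TaSWEET13g-6B.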

While in the grain, only three *TaSWEET* genes were down-regulated in E82 (Figure 8).

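In grain, 10 of the 14 TaSWEET genes passed the CPM filter, 5 with a log2FC above 0 and 5 below 0, and none was called in edgeR's quasi-likelihood test (lowest adjusted p = 0.336). Adjusted over the transporter list alone, the count was also 0. Of all transporter genes of the table, 2 were called without WT grain replicate 3. At an unadjusted p-value under 0.05, 3 of these transporter genes were higher and 11 lower in E82, among them 2 TaSWEET genes, both lower. These 2 were named after their values were seen: TaSWEET1a1-3B (TraesCS3B02G441800), from 13.1 ± 3.37 to 7.2 ± 1.69 CPM (SD, n = 3; log2FC -0.87, standard error 0.308), and TaSWEET15c-7B (TraesCS7B02G050500), from 137 ± 35.8 to 92.5 ± 17.7 CPM (log2FC -0.56, standard error 0.248, adjusted p = 0.477). No alternative set before the data were examined called either gene. At an unadjusted p-value under 0.05, library totals alone gave 5 higher and 6 lower transporter genes. Limma gave 7 and 6 with either pseudocount, and the fit without WT grain replicate 2 gave 6 and 5. All other fits gave more lower than higher genes.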

**FIGURE 8:**
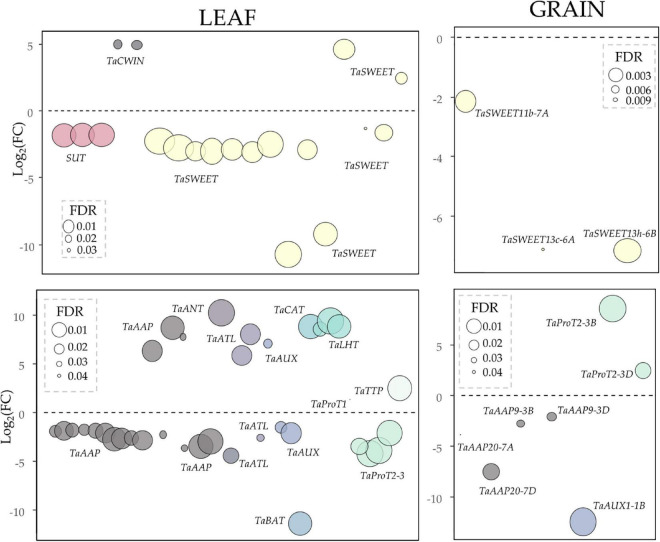
Sugar transporters (up) and amino acid transporters family (ATF) (down) genes differentially expressed (DE) in the leaf and grain of E82. The Log_2_(FC) is represented, those genes with Log_2_(FC) > 0 are up-regulated in E82, and those with Log_2_(FC) are down-regulated. The size of the dots corresponds to the FDR of each gene. FC, fold-change; FDR, False Discovery Rate.

Concerning amino acid transporters, they have been identified accordingly to the work of Tian et al. (2020), and the DE genes were listed in Supplementary Table 12. Many of the amino acids permease (AAP) genes, which transport a wide range of amino acids (Kohl et al., 2012), were down-regulated in the leaf of E82, except for three of them which were up-regulated: *TaAAP22-7A*, *TaAAP6-2A*, and *TaAAP8-3A* (Figure 8 and Supplementary Table 12). 

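Of the 17 TaAAP genes of Supplementary Table 12, 16 passed the CPM filter in leaf, 14 with a log2FC below 0 and 2 above 0. Their adjusted p-values in edgeR's quasi-likelihood test lay between 0.0607 and 0.158, and all 16 passed the threshold when adjusted over the list alone. The lower genes had a log2FC from -3.3 to -1.48. TaAAP9-3B (TraesCS3B02G420600), chosen after its value was seen as the lowest, fell from 102 ± 33.9 to 10.4 ± 5.1 CPM (SD, n = 3; log2FC -3.30, standard error 0.487, adjusted p = 0.0735). TaAAP6-2A (TraesCS2A02G499800) had no count in WT leaf and 49, 88 and 88 counts in E82, at least 18.1-fold higher (adjusted p = 0.0864). TaAAP8-3A (TraesCS3A02G388000) had 27, 18 and 72 counts in E82 and none in the WT, at least 9.59-fold higher (adjusted p = 0.0864), or 5.36-fold without E82 replicate 3. TaAAP22-7A (TraesCS7A02G356639) did not pass the filter, with 5, 34 and 0 counts in E82 and none in the WT, which without E82 replicate 2 gives no fold above the floor. The bounds of TaAAP6-2A and TaAAP8-3A cover counting error only. They do not cover the zeros of WT leaf, found for 30.5, 43.4 and 68.8% of the genes at 1 to 2 CPM in E82 leaf.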

Four genes encoding proline transporters (ProTs) 2 and 3, proline-specific transport, were down-regulated in the E82 leaf and one encoding ProT1 was slightly up-regulated, while two of them were up-regulated in the E82 grain (Figure 8 and Supplementary Table 12). 

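Among the 5 proline transporters, TaProT2-3D (TraesCS3D02G408800) was the single gene of Supplementary Table 12 called in leaf by edgeR's quasi-likelihood test over all genes. It fell from 100 ± 21.7 to 7.56 ± 1.5 CPM (SD, n = 3), with a log2FC of -3.73 (standard error 0.273, adjusted p = 0.00959), and was called under all 13 alternatives set before the data were examined and in 3 of the 6 fits that left out a library (adjusted p from 0.0258 to 0.0834). It was not called without WT leaf replicate 2, E82 leaf replicate 2 or E82 leaf replicate 3. TaProT2-3B (TraesCS3B02G449100) fell from 31.6 ± 11.2 to 1.78 ± 0.763 CPM (log2FC -4.15, standard error 0.504, adjusted p = 0.0536), TaProT2-3A (TraesCS3A02G414300) from 35.9 ± 13 to 3.75 ± 2.44 CPM (log2FC -3.26, standard error 0.598, adjusted p = 0.0864) and TaProT3-4A (TraesCS4A02G179500) from 84 ± 20.2 to 21.2 ± 4.49 CPM (log2FC -1.98, standard error 0.278, adjusted p = 0.0693). TaProT1-2B (TraesCS2B02G287200) rose from 12 ± 4.19 to 33.2 ± 3.19 CPM (log2FC 1.47, standard error 0.339, adjusted p = 0.0864). In grain, 4 of the 5 had a log2FC above 0 and none was called. TaProT2-3B had no count in WT grain and 1.12 ± 0.712 CPM in E82 grain, at least 17.1-fold higher, or 10.9-fold without E82 replicate 1 (adjusted p = 0.216, and 0.0441 in the exact test, within 0.00153 to 0.555 over the alternatives). This gene was described in grain after its values there were seen. The effect of E82 differed between leaf and grain for TaProT2-3B (interaction, adjusted p = 0.00597) and TaProT2-3D (adjusted p = 0.00974).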

Interestingly, three genes encoding lysine-histidine-like transporters (LHTs), associated with specific lysine-histidine transport, were highly up-regulated in the E82 leaf (Figure 8 and Supplementary Table 12).

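The 3 LHT genes had no count in any WT leaf library. In E82 leaf, TaLHT5-5A (TraesCS5A02G089400) had 106, 128 and 121 counts in the 3 replicates, or 2.28 ± 0.207 CPM (SD, n = 3), at least 28.6-fold higher than in the WT. TaLHT5-5B (TraesCS5B02G095400) had 1.52 ± 0.403 CPM, at least 19-fold higher, and TaLHT3-2D (TraesCS2D02G402900) had 1.42 ± 0.581 CPM, at least 17.8-fold higher. Each had an adjusted p = 0.0864 in edgeR's quasi-likelihood test, and of 0.00901, 0.0141 and 0.0152 in the exact test; over the alternatives it ranged from 0.000333, 0.0025 and 0.00268 to 0.679. Without WT leaf replicate 1 all 3 were called (adjusted p = 0.0426). In the other fits that left out a library none was called (adjusted p from 0.0792 to 0.307). At 1 to 2 CPM in E82 leaf, WT replicates 1, 2 and 3 had no count for 30.5, 43.4 and 68.8% of genes. The fit without replicate 1 thus rests on the WT libraries with the most zeros. Of the genes at 1 to 2 CPM in E82 leaf, 14% had no count in all 3 WT leaf libraries, against 9.11% if the zeros of the libraries were independent. In grain none of the 3 was called (adjusted p from 0.629 to 0.94), and the interaction of line and tissue had an adjusted p of 0.00973 for TaLHT5-5A, 0.042 for TaLHT5-5B and 0.129 for TaLHT3-2D.

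**Figure D4:**
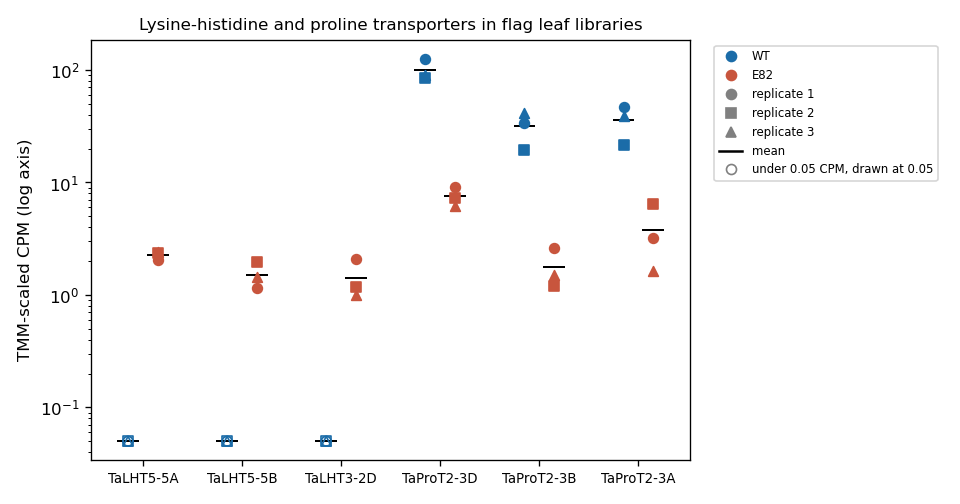
TMM-scaled CPM of 3 LHT and 3 TaProT2 genes in each flag leaf library, on a log axis, with WT in blue, E82 in red, a symbol per replicate and a line for each mean. Open symbols mark libraries under 0.05 CPM, drawn at 0.05. The LHT genes have no count in the WT and means of 1.42 to 2.28 CPM in E82, and the TaProT2 genes lie lower in every E82 library than in every WT library.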

## Discussion

The down-regulation of wheat gliadins by RNAi provided lines with a reduction of up to 98% of gluten in the grain (Gil-Humanes et al., 2010). The most outstanding line, named E82, showed the lowest amount of CD immunogenic epitopes (Sánchez-León et al., 2019), and elicited no immunogenic response in celiac disease patients after the oral consumption of E82 bread (Guzmán-López et al., 2021). Moreover, this line presents sensory properties comparable to that of the WT flour, suggesting that gliadins could not play a relevant role in texture, aroma, flavor and appearance as much as other grain components (Cho and Peterson, 2010; Gil-Humanes et al., 2014a). A common feature of this and other RNAi lines with the SSPs silenced was the rearrangement of the grain proteins to provide total N contents comparable to the WT (Gil-Humanes et al., 2012; Altenbach et al., 2019; García-Molina et al., 2019), which indicates that a compensatory mechanism is operating. However, depending on the SSP being targeted, there are different profiles of protein compensation. For example, line D793, with all the gliadin fractions down-regulated, shows a higher content of HMW glutenin subunits and lower LMW content than the WT (Gil-Humanes et al., 2011; Marín-Sanz et al., 2022). In contrast, when only the γ-gliadins are targeted, RNAi lines present higher content of both ω- and α-gliadins (Pistón et al., 2011). In RNAi lines for silencing the ω-5 gliadins, an increase in NGPs, HMW and LMW glutenin subunits, and α-gliadins were reported (Altenbach et al., 2014). However, if ω-1,2 gliadins were silenced, all gliadins and LMW glutenin subunits were also suppressed, and major compensation with HMW glutenin subunits and NGPs occurred (Altenbach et al., 2019). The protein compensation was also reported in maize RNAi lines, in which the reduction of the 22-kDa α-zeins was compensated by the 19-kDa α-zeins, and vice versa (Huang et al., 2004), and in rice mutants, in which the low glutelin content was compensated by other SSPs such as prolamins (Iida et al., 1993). In the case of the E82 line, with all three ω-, α- and γ-gliadin fractions down-regulated, an increase in the NGPs and a reduction in LMW were reported, leading to the decrease in the content of total glutenins (Pistón et al., 2013; Barro et al., 2016). The reduction of LMW could be due to an off-target silencing because of the high homology between the LMW mRNA sequence and the small interfering RNA (siRNA) formed from the hairpin RNA (hpRNA) (Gil-Humanes et al., 2014b). Altogether, it is clear that different compensatory mechanisms are at work in response to the depletion of the different protein fractions by RNAi. Moreover, CRISPR/Cas targeted mutations seem to provide a similar response in the wheat grain (Sánchez-León et al., 2018). Understanding the molecular mechanisms underlying this process of protein compensation in the grain will allow us to make fine adjustments, using CRISPR/Cas techniques, toward developing wheat lines with improved nutritional properties and suitable for people who suffer from any wheat-related pathology.

In this work, the transcriptome of the line E82 in both grain and leaf during grain filling provides new insights into both protein rearrangements and grain-to-leaf communication pathways when all gliadins are strongly silenced. A very high number of genes were DE in the leaf of E82, comprising processes such as nutrient availability and nutrient transport, while in the grain, many genes related to the protein synthesis, particularly genes encoding gluten proteins, along with ALPs, ATIs and LTPs, and genes related to the starch synthesis, were down-regulated, in concordance with the grain protein composition and the slight reduction of the starch content found in the grain of E82. Among the well-known TFs involved in prolamin and SSRGs regulation, the DOF-type *TaPBF-A* which binds to the P-box motif of prolamins genes (Mena et al., 1998; Zhang et al., 2016; Guo et al., 2020), was down-regulated in E82. Despite the relation between *TaPBF* and the SSRGs has to be further studied, some genes implicated in the starch synthesis also present in their promoters the *TaPBF* binding motifs (P-box and Pyrimidine box), and they can be targets of this TF, as predicted by the GENIE3 network (Orman-Ligeza et al., 2020), and in line with our transcriptomic results. Surprisingly, the rest of the well-known TFs related to the regulation of the synthesis of prolamins and starch were not DE in the grain of E82, which prompted us to expand the study to all the TFs to elucidate their role in the grain composition of the E82 line.

Among all the TFs, we selected those that were DE in E82, obtaining a putative TF regulatory cascade for the proteins and starch synthesis in the grain. This network comprised five communities, being three of them closely linked to each other, and the *TaPBF-A* gene included in one of them (community 3). The relationship between *TaPBF-A* and the regulation of prolamins, and some of the starch synthesis enzymes, suggests that not only this TF could be responsible for the shifts in the protein fractions observed in the grain of E82, but also those TFs closely related in the network would be potential candidates to regulate the grain protein genes and the SSRGs expression. Specifically, *TaNAC019* binds to the promoters of *TaGlu-1* loci on the homeologs chromosomes 1A, 1B, and 1D, which encode the HMW glutenin subunits. The *TaNAC019-B* homeolog was also present in our candidate TFs network in the community containing NACs, and preceding the *TaPBF-A* one. 

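TaNAC019-B (TraesCS3B02G092800) had 1654, 72 and 163 counts in WT grain replicates 1, 2 and 3, or 15.2 ± 22.3 CPM (SD, n = 3), and no count in any E82 grain library. It was at least 212-fold lower in E82 (adjusted p = 0.0434 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or at least 33-fold without WT replicate 1, on which the mean rests. The gene was called under 10 of 13 alternatives, and of the fits that left out a library in those without WT replicate 2 and without WT replicate 3, with an adjusted p between 0.0315 and 0.211 over all 6.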

Recently, the role of this gene in the synthesis of SSPs and starch has been determined by using mutants for *TaNAC019* in wheat (Gao et al., 2021). The searching of the candidate TFs, protein genes and SSRGs in the co-expression modules of the WGCNA network, provided that many of the DE prolamin genes were classified in the same modules as the candidate TFs in the two largest communities in our network, which include *TaPBF-A* and *TaNAC019-B*. In addition, the DE genes that encode for ATIs, ALPs, purinins, purothionins, puroindolines, serpins, and LTPs were also classified in the same co-expression modules as the candidate TFs, suggesting that all these grain proteins may be subjected to the same regulatory network. However, the genes annotated as ω-gliadins and HMW were not considered as they are not present in the published WGCNA network for wheat, probably because the network was proposed before these genes were included in the wheat genome annotation. Except for one gene encoding 19 kDa globulin, globulin genes did not change their expression significantly in the grain of E82, but participated in the protein compensation of this and other RNAi lines (Gil-Humanes et al., 2011; Barro et al., 2016), suggesting that globulins would be regulated separately to prolamins and other grain proteins. In fact, globulins 3 and 1S globulins were not included in the same modules as the candidate TFs. Interestingly, an increase in the lysine-rich proteins (globulins), in addition to a high content of free lysine, was obtained in a triple null wheat line for the *TaPBF* gene homeologs (Moehs et al., 2019), suggesting that no relationship between the *TaPBF* and the increasing of globulins content exists. Moreover, the above triple null mutant presented lower content of gliadins and LMW, which agrees with the E82 profile. In addition, this mutant also showed a lower content of free proline and glutamine in the grain compared to its WT, as expected because of the role of this TF in the prolamins regulation (Moehs et al., 2019). Similarly, the *lys3a*, a previous mutant of barley with a missense allele in a domain of the PBF, showed a reduction in hordein content, while free and protein-bound lysine increased (Shewry et al., 1980; Moehs et al., 2019). Overall, it seems that most of the globulin genes are not the targets of the *TaPBF*, and their increase in the E82 line could be a consequence of a different regulation pathway and/or they are favored by the free amino acids profile lead after the down-regulation of gliadins.

Recently, a list of candidate TFs to regulate the SSPs was proposed for *Triticum urartu* by using a gene co-expression analysis (Luo et al., 2021). Our results agree with those, as eight orthologs TFs of bread wheat were in community 5 (NAC community) and five in community 3 (*TaPBF-A* community), so they are potential candidates for the regulation of the SSPs in bread wheat. 

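NAC057 (TraesCS3A02G486500) had 121, 54 and 83 counts in the WT grain replicates, or 1.92 ± 0.972 CPM (SD, n = 3), and no count in any E82 grain library, which is at least 26.7-fold lower. Its adjusted p was 0.0666 in edgeR's quasi-likelihood test, and 1.32e-05 to 0.358 over 13 alternatives, 6 of which called it. The gene lies within the stretch of chromosome 3A, from TraesCS3A02G462400 to TraesCS3A02G538100, in which 206 of the 226 genes at 1 CPM or more in WT grain were below 25% of the WT level in E82.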

Interestingly, in our NAC community, one of the TF (*TraesCS3A02G486500*) which encodes the NAC057 ortholog of *A. thaliana* and has been identified as NAM-like protein (Guerin et al., 2019), was not listed as a putative regulator for SSPs by Luo et al. (2021). This gene is not the target of any DE TFs in the grain of E82 and its function in wheat is still unknown. However, considering its position in the candidate TFs regulatory network, it could have a prominent role in the regulation of the SSPs. In addition to the communities containing *TaPBF-A* and *TaNAC019-B*, there is a third community (community 4) connected to them by *TraesCS7B02G140300*, which encodes a TF member of the DREB subfamily A-5 of ERF/AP2 family (Ramírez-González et al., 2018). In this community, the sequence of three of the four TFs found (*TraesCS3A02G325800*, *TraesCS3B02G354900* and *TraesCS3D02G319200*) presents a high similarity with the TF *TaGL9* (GLABRA2-like clone 9) from *Triticum aestivum*. This *TaGL9* contains a putative lipid-binding domain and it could be involved in the regulation of lipid biosynthesis and their transport (Kovalchuk et al., 2012). In fact, the *TaGL9* genes have the same expression pattern as genes encoding LTPs, suggesting that either the LTP genes are regulated by *TaGL9* or both genes are regulated by other TFs (Boutrot et al., 2007; Kovalchuk et al., 2012; Chew et al., 2013). 

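The TaGL9 homeologs were lower in E82 grain by a log2FC of -4.57 for TaGL9-A (TraesCS3A02G325800; standard error 0.88, adjusted p = 0.037 from edgeR's quasi-likelihood test), -5.23 for TaGL9-B (TraesCS3B02G354900; standard error 0.955, adjusted p = 0.0297) and -5.24 for TaGL9-D (TraesCS3D02G319200; standard error 1.22, adjusted p = 0.0822). TaGL9-A had 40.1 ± 47.6 CPM (SD, n = 3) in the WT and 1.69 ± 0.483 CPM in E82. For TaGL9-B these means were 30.3 ± 34.3 and 0.813 ± 0.561 CPM, and for TaGL9-D 38.5 ± 51.3 and 0.994 ± 0.757 CPM. The exact test called all 3, with an adjusted p of 1.82e-05, 9.48e-06 and 0.000895. Over the alternatives the adjusted p ranged from 1.03e-05 to 0.209, 4.8e-06 to 0.355 and 0.000454 to 0.467, and TaGL9-D was called in 5 of the 13. Leaving out E82 replicate 1, 2 or 3 lost the calls of TaGL9-A and TaGL9-B (adjusted p from 0.153 to 0.247), TaGL9-A was also not called without WT replicate 2 (adjusted p = 0.0578), and TaGL9-D was called without WT replicate 3 (adjusted p = 0.0112). In all 3, WT replicate 1 held the most counts and replicate 3 the fewest, as in 3813, 977 and 291 for TaGL9-A. Without WT replicate 1 the log2FC was -3.0 for TaGL9-A, -3.7 for TaGL9-B and -3.2 for TaGL9-D.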

Our results agree with both, as some of the LTP genes were down-regulated in the grain of E82, as well as all three *TaGL9* homeologs, being most of them located in the same co-expression module (module 13). The connection of *TaGL9* with *TaPBF-A* and *TaNAC019-B* described above suggests a common regulation of SSPs, starch, and LTPs.

We also focused on the leaf transcriptome of E82 during the grain filling as the source-sink communication is important for plant productivity, enhanced by source activity and sink strength. Source activity comprises the photosynthesis or nutrient remobilization rates, and sink strength is the capacity to import photoassimilates or biosynthetic rate of starch and proteins among others (Yu et al., 2015). However, not much information on the regulation of such source-sink communication during grain filling is available (Yu et al., 2015). Concerning the leaf transcriptome of E82, we have obtained many DE genes compared to the WT, many of them related to amino acids transport, carbohydrate transport, amino acids and sugar metabolisms, and peptidase activity. In this respect, carbohydrates are the main photoassimilate produced in the leaves. The leaf of E82 is also affected in the production of carbohydrates as many genes related to the carbohydrate metabolism process were down-regulated, and this may lead to lower availability of this nutrient to be transported to filling grain. This may explain that carbohydrate transporters were mainly down-regulated in the leaf of E82, contributing to the lower starch content found in the grain of E82 at harvest in comparison to that of the WT.

Protein degradation allows the recycling of N and other nutrients during leaf senescence (Bhalerao et al., 2003; Guo et al., 2004). In the line E82, we found many DE genes among the C1A CysProt and the serine-type peptidases, two of the most abundant protease families in plants and important during leaf senescence for the remobilization of nutrients from source tissues to the storage ones (Roberts et al., 2012; Rawlings and Salvesen, 2013; Díaz-Mendoza et al., 2014; Liu et al., 2018). For example, the orthologs in wheat of the *HvPap14*, *HvPap4*, and RD19D genes in the leaf of E82 were up-regulated, suggesting that those proteases may actively provide substrates for nutrient remobilization to the grain of E82. Regarding amino acids, the synthesis of some of them was enriched among the down-regulated genes in the RNAi line, which may indicate a lower availability. As we hypothesized in previous works, the protein compensation studied in RNAi lines is a selective process that tries to prioritize the compensation of proteins with similar amino acid profiles to the silenced proteins over the least similar ones, as the protein compensation is closely linked to the availability of amino acids (Pistón et al., 2013). As mentioned before, we observed that the γ-gliadins reduced lines presented an increase of the rest of the prolamin proteins with similar amino acid profiles (Pistón et al., 2011). However, the lines with a reduction of all the gliadins and the LMW presented an increase in HMW and NGPs, including albumins and globulins, which present different amino acid compositions (Pistón et al., 2013). Among the wheat protein fractions, globulins present the highest lysine content and the lowest proline content, while prolamins are rich in proline and glutamine, and have the lowest content of lysine and other essential amino acids such as histidine (Shewry et al., 2009). Accordingly, genes involved in the metabolism of proline were down-regulated in the leaf of E82, in line with the fact that the grain would require less content of this amino acid. Moreover, regarding ProTs, which have a high affinity for proline and play a key role in the rapid distribution of this amino acid (Ueda et al., 2008), *TaProTs 2-3* were down-regulated in the leaf of E82, which could be a consequence of the down-regulation of proline metabolism in the leaf. Regarding lysine-rich proteins, three genes encoding LHTs were strongly up-regulated in the leaf of the RNAi line, which could contribute to the high content of total lysine and lysine-rich proteins in the grain of E82 as reported previously (Gil-Humanes et al., 2014a; Barro et al., 2016). In addition to ProTs and LHTs, a large number of genes encoding AAPs were DE in the leaf of E82, being the expression of AAPs regulated in the sink-source communication (Kohl et al., 2012). The above results suggest that the amino acids transporters could play an important role in the E82 grain protein compensation, however, further analyzes are needed to study their implication in this process.

Taking together, the results reported here show that gliadin silencing in wheat has a great transcriptomic effect on the leaves than on the grain. However, the changes observed in the leaf transcriptome are probably a consequence of the changes observed in the grain during grain filling. Therefore, no changes in the leaves are expected before or after this physiological process. These results provide new insights to decipher the complex regulation network which operates during grain filling in response to the down-regulation of prolamins by RNAi: as a summary, the network of TFs in the grain could regulate the starch and SSPs synthesis, but some globulins would be exempt from this regulation, having the principal role in protein compensation (Figure 9). This transcriptomic information also highlights the grain-leaf communication (Figure 9) and could be used to redesign the wheat grain protein composition and control the nutrient supply chain during grain filling. All these objectives could be now achievable using CRISPR/Cas technology, enabling the development of new healthier wheat varieties, totally safe for those suffering adverse reactions to wheat.

**FIGURE 9:**
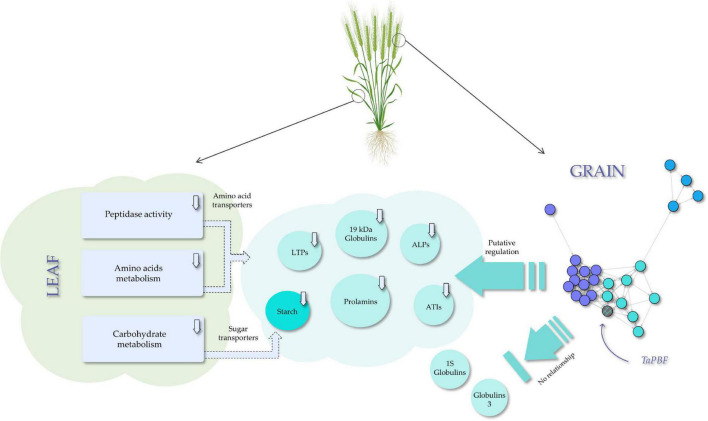
Model of the transcription factors (TFs) network role in the regulation of the seed storage proteins (SSPs) and starch synthesis, and the effect on the grain-leaf communication-related processes in a RNAi line with gliadins down-regulated.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, PRJNA820621; https://www.ncbi.nlm.nih.gov/, GSE199525.

## Author contributions

FB conceptualized the project. FB and MM-S designed the experiment and wrote the manuscript draft. MM-S performed the specific experiments and data analysis. Both authors have read and approved the final manuscript.

# Supplementary material for: RNAi silencing of wheat gliadins alters the network of transcription factors that regulate the synthesis of seed storage proteins toward maintaining grain protein levels
**Source:** Front Plant Sci. 2022 Aug 8;13:935851. doi: 10.3389/fpls.2022.935851
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

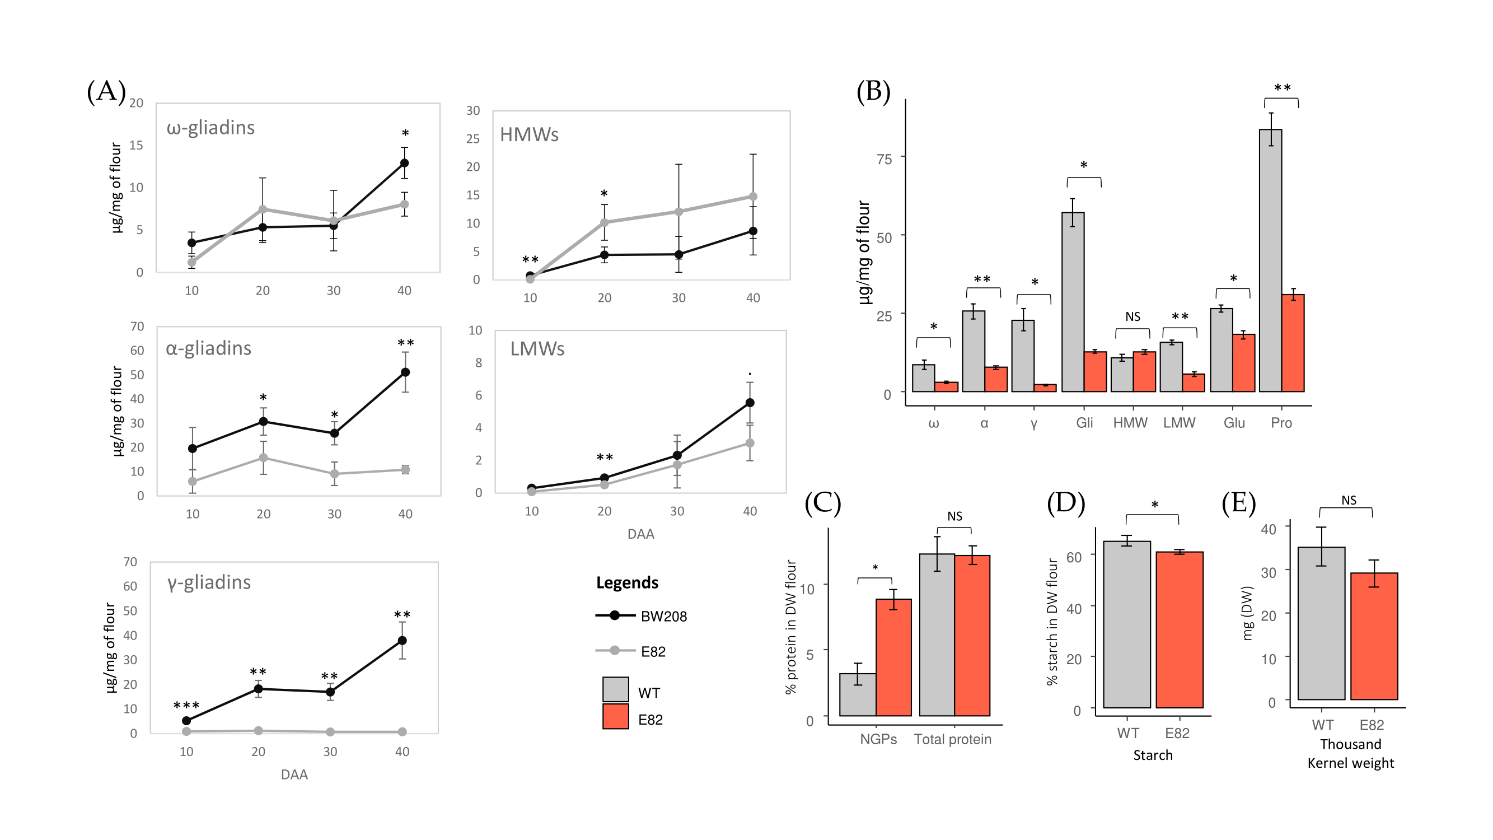

**Supplementary Figure 1.** (A) Content of gliadins and glutenins of the wild type (WT) and E82 throughout grain development. Bars indicate standard deviation. ANOVA was performed for each DAA between BW208 and E82. (B) Comparative gliadin and glutenin grain protein content at harvest between the WT and E82, (C) non-gluten proteins (NGP) and total grain protein contents at harvest between the WT and E82, (D) Starch content in grain tissue at harvest for BW208 and E82. (E) Thousand kernel weight for the WT and E82. Bars indicate the standard error of three biological replicates. ·, *P* ~ 0.05; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; NS, non-significant. Gli: total gliadins; Glu: total glutenins; Pro: total prolamins; DW: dry weight; DAA: days after anthesis.

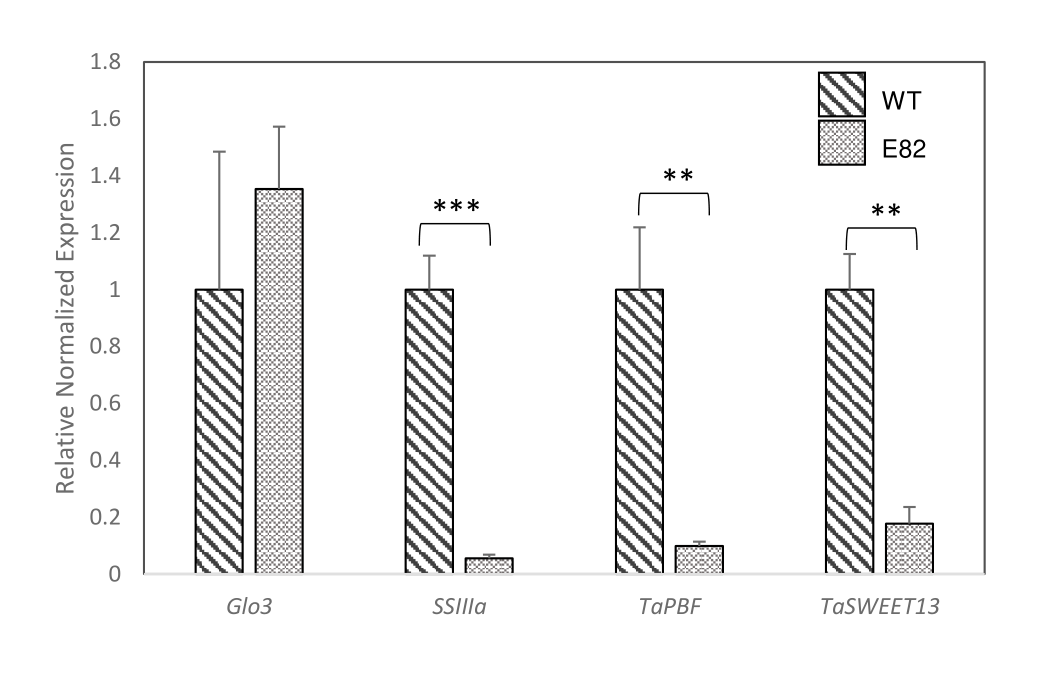

**Supplementary Figure 2.** Relative normalized expression of the wild type (WT) and E82 grains and leaves at 20 DAA for *TaPBF*, Glo3, *SSIIIa*, and *TaSWEET13* genes by qPCR. Bars indicate the standard error of three biological replicates. **, *P* < 0.01; ***, *P* < 0.001.

# Supplementary Tables

**Supplementary Table 1.** Trimming of raw reads for RNA-seq data analysis. PE reads: paired-end reads, Rep: replicate.

| **Sample** | **Number of PE reads** | **Number of clean PE reads** | **Effective rate (%)** | **Forward reads only surviving (%)** | **Reverse reads only surviving (%)** | **Dropped reads (%)** |
| --- | --- | --- | --- | --- | --- | --- |
| BW208 Leaf Rep 1 | 74,752,131 | 73,037,333 | 97.71 | 2.19 | 0.04 | 0.06 |
| BW208 Leaf Rep 2 | 71,353,011 | 69,950,624 | 98.03 | 1.85 | 0.07 | 0.05 |
| BW208 Leaf Rep 3 | 56,516,174 | 55,259,622 | 97.78 | 2.04 | 0.09 | 0.10 |
| E82 Leaf Rep 1 | 84,242,149 | 83,170,383 | 98.73 | 1.24 | 0.03 | 0.00 |
| E82 Leaf Rep 2 | 81,215,756 | 79,890,887 | 98.37 | 1.59 | 0.03 | 0.01 |
| E82 Leaf Rep 3 | 78,480,143 | 77,444,904 | 98.68 | 1.28 | 0.03 | 0.01 |
| BW208 Grain Rep 1 | 74,518,649 | 73,520,129 | 98.66 | 1.27 | 0.06 | 0.01 |
| BW208 Grain Rep 2 | 69,791,185 | 68,721,043 | 98.47 | 1.48 | 0.04 | 0.01 |
| BW208 Grain Rep 3 | 72,447,691 | 71,661,718 | 98.92 | 1.04 | 0.04 | 0.01 |
| E82 Grain Rep 1 | 66,306,206 | 66,306,206 | 99.09 | 0.86 | 0.03 | 0.01 |
| E82 Grain Rep 2 | 70,719,358 | 69,495,582 | 98.27 | 1.67 | 0.04 | 0.02 |
| E82 Grain Rep 3 | 50,926,417 | 50,231,971 | 98.64 | 1.31 | 0.04 | 0.02 |

**Supplementary Table 2.** Results of quality control of aligned reads by samtools. Parameters: default parameters. Reads are considered as the sum of forward and reverse ones. QC: quality control. Rep: replicate.

| **Sample** | **QC passed reads** | **QC failed reads** | **Number of reads secondary** | **Number of mapped reads (forward and reverse separately)** | **Rate of mapped reads (%)** | **Number of reads paired in sequencing** | **Reads properly paired (%)** | **Singletons (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **BW208 Leaf Rep 1** | 165,858,823 | 0 | 19,784,157 | 97,917,955 | 59.04 | 146,074,666 | 51.72 | 1.77 |
| **BW208 Leaf Rep 2** | 159,944,144 | 0 | 20,042,896 | 105,211,830 | 65.78 | 139,901,248 | 58.05 | 2.83 |
| **BW208 Leaf Rep 3** | 122,664,967 | 0 | 12,145,723 | 69,129,593 | 56.36 | 110,519,244 | 49.68 | 1.89 |
| **E82 Leaf Rep 1** | 209,745,327 | 0 | 43,404,561 | 171,003,105 | 81.53 | 166,340,766 | 74.38 | 2.33 |
| **E82 Leaf Rep 2** | 196,404,544 | 0 | 36,622,770 | 155,214,808 | 79.03 | 159,781,774 | 71.56 | 2.66 |
| **E82 Leaf Rep 3** | 195,765,253 | 0 | 40,875,445 | 160,022,010 | 81.74 | 154,889,808 | 74.76 | 2.17 |
| **BW208 Grain Rep 1** | 172,826,311 | 0 | 25,786,053 | 133,146,643 | 77.04 | 147,040,258 | 70.77 | 2.24 |
| **BW208 Grain Rep 2** | 161,795,752 | 0 | 24,353,666 | 126,835,486 | 78.39 | 137,442,086 | 72.18 | 2.38 |
| **BW208 Grain Rep 3** | 166,343,532 | 0 | 23,020,096 | 129,988,550 | 78.14 | 143,323,436 | 72.74 | 1.89 |
| **E82 Grain Rep 1** | 152,749,397 | 0 | 21,338,639 | 118,389,468 | 77.51 | 131,410,758 | 71.81 | 2.04 |
| **E82 Grain Rep 2** | 161,221,617 | 0 | 22,230,453 | 121,834,633 | 75.57 | 138,991,164 | 75.57 | 1.57 |
| **E82 Grain Rep 3** | 116,361,061 | 0 | 15,897,119 | 87,716,282 | 75.38 | 100,463,942 | 69.80 | 1.69 |

**Supplementary Table 3.** List of primers for the qPCR assay for gene expression analysis.

| Gene name | Gene ID | Primer sequence (5’-3’) | Reference |
| --- | --- | --- | --- |
| *TaPBF*^a^ | *TraesCS5A02G155900*  *TraesCS5B02G154100*  *TraesCS5D02G161000* | AGAGCAGAAGGTGGAATGCC  GTAGCGGGGCTGAGACATAC | This work. |
| *Glo3*^a^ | *TraesCS4A02G296100*  *TraesCS4A02G296000* | ATCGCCAAGATTCTCCACAC  GGACGATGGAGATGGACTTC | This work. |
| *SSIIIa*^a^ | *TraesCS1B02G119300*  *TraesCS1D02G100100*  *TraesCS1A02G091500* | TGGAAATGGAGGCTTTTCAC  TGTAGGCCTCCTTGGGTATG | This work. |
| *TaSWEET13*^b^ | *TraesCS6B02G421800*  *TraesCS6D02G367400* | CGAGTCATCAAGACCAAGAGTG  AGGCCGTAGAGGAACCAGAC | This work. |
| *CDC*^c^ | EU267938 | CAGCTGCTGACTGAGATGGA  ATGTCTGGCCTGTTGGTAGC | Giménez et al., 2011 |
| *ADP-RF*^c^ | AB050957 | TCTCATGGTTGGTCTCGATG  GGATGGTGGTGACGATCTCT | Giménez et al., 2011 |
| *RLI*^c^ | AK331207 | TTGAGCAACTCATGGACCAG  GCTTTCCAAGGCACAAACAT | Giménez et al., 2011 |

^a^ Three homeologs are amplified.

^b^ Two homeologs are amplified.

^c^ The accession number from NCBI is indicated.

**Supplementary Table 4.** Results of the alignment of each sample by kallisto. Parameters: default parameters and --pseudobam. PE: paired-end reads. Rep: replicate.

| **Sample** | **Number of clean PE reads** | **Number of aligned PE reads** | **Rate of alignment (%)** |
| --- | --- | --- | --- |
| BW208 Leaf Rep 1 | 73,037,333 | 40,356,415 | 55.25 |
| BW208 Leaf Rep 2 | 69,950,624 | 44,562,509 | 63.71 |
| BW208 Leaf Rep 3 | 55,259,622 | 29,533,590 | 53.45 |
| E82 Leaf Rep 1 | 83,170,383 | 65,734,409 | 79.04 |
| E82 Leaf Rep 2 | 79,890,887 | 61,420,333 | 76.88 |
| E82 Leaf Rep 3 | 77,444,904 | 61,251,809 | 79.09 |
| BW208 Grain Rep 1 | 73,520,129 | 55,329,460 | 75.26 |
| BW208 Grain Rep 2 | 68,721,043 | 52,879,418 | 76.95 |
| BW208 Grain Rep 3 | 71,661,718 | 54,840,952 | 76.53 |
| E82 Grain Rep 1 | 65,705,379 | 49,868,499 | 75.90 |
| E82 Grain Rep 2 | 69,495,582 | 50,894,143 | 73.23 |
| E82 Grain Rep 3 | 50,231,971 | 36,756,483 | 73.17 |

**Supplementary Table 5.** Proteomic data for grain proteins at harvest in the wild type (WT) and E82. The average of two biological replicates and the results of the t-test for the WT vs E82 comparison are represented.

|  |  | **WT** | | **E82** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Protein** | **Enzyme** | **Number unique peptides^a^** | **SD^b^** | **Number unique peptides^a^** | **SD^b^** | **Significance of WT vs E82** | |
| ALPs | Trypsin | 93 | 7.1 | 103.5 | 6.4 | NS | |
| ATIs | Trypsin | 202 | 25.5 | 200.5 | 9.2 | NS | |
| Triticins | Trypsin | 5.5 | 2.1 | 23.5 | 0.7 | ** | |
| ω-gliadins | Chymotrypsin | 27.5 | 2.1 | 4.5 | 0.7 | ** | |
| α-gliadins | Chymotrypsin | 97.5 | 16.3 | 22 | 0 | * | |
| γ-gliadins | Chymotrypsin | 107 | 9.9 | 40.5 | 0.7 | * | |
| HMWs | Trypsin | 215.5 | 19.1 | 258.5 | 20.5 | NS | |
| LMWs | Trypsin | 150 | 11.3 | 103 | 7.1 | * | |
| Globulins | Trypsin | 29.5 | 0.7 | 57.5 | 3.5 | ** | |
| LTPs | Trypsin | 24.5 | 0.7 | 29 | 0 | * | |
| Serpins | Trypsin | 71.5 | 9.2 | 179 | 26.9 | * | |

**, P < 0.05.*

***, P < 0.01.*

****, P < 0.001.*

*NS, Non-significant.*

*^a^ Number of unique peptides: peptides with e-value < 0.05, non-redundant, included in proteins with more than 1 peptide assigned.*

*^b^ SD: standard deviation.*

**Supplementary Table 6.** Differential Gene Expression (DGE) analysis of Starch Synthesis-Related Genes (SSRGs) for the pair-wise comparison wild type (WT) vs E82.

|  |  | **Grain**  **WT vs E82** | | **Leaf**  **WT vs E82** | |
| --- | --- | --- | --- | --- | --- |
| **Gene name** | **Gene ID** | **Log_2_FC** | **FDR** | **Log_2_FC** | **FDR** |
| *SUSase* | *TraesCS7B02G063400* | -0.16 | ns | -1.57 | ***** |
| *SUSase* | *TraesCS7D02G159800* | -0.29 | ns | -1.02 | ***** |
| *APL3/AGPL1* | *TraesCS1B02G449700* | -2.36 | * | -2.27 | ***** |
| *APL3/AGPL1* | *TraesCS1D02G427400* | -2.47 | * | -1.55 | ns |
| *APS1/AGPS1/Bt2* | *TraesCS7A02G287400* | -2.17 | * | 0.01 | ns |
| *ISA3* | *TraesCS5A02G248700* | 0.26 | ns | 5.50 | ******* |
| *OsBT1-1* | *TraesCS6B02G210000* | -12.45 | *** | NA | ns |
| *OsBT1-1* | *TraesCS6D02G168200* | -11.64 | *** | NA | ns |
| *GBE1/BEIIb/Ae* | *TraesCS2A02G310300* | -5.59 | *** | 7.76 | ******* |
| *GBE1* | *TraesCS7A02G549100* | -3.08 | ** | -0.51 | ns |
| *GBE1* | *TraesCS7B02G472500* | -2.75 | ns | 9.92 | ******* |
| *SSI* | *TraesCS7B02G018600* | -1.85 | * | 0.89 | ns |
| *SSII a/SSII-3* | *TraesCS7B02G093800* | -4.80 | *** | 5.24 | ns |
| *SSII a/SSII-3* | *TraesCS7D02G190100* | -3.57 | * | NA | ns |
| *GBSSII* | *TraesCS2B02G390700* | -0.11 | ns | 2.43 | ****** |
| *GBSSI* | *TraesCS4A02G418200* | -3.53 | ** | NA | ns |
| *GBSSI/waxy* | *TraesCS7A02G070100* | -3.24 | ** | -6.54 | ******* |
| *GBSSI/waxy* | *TraesCS7D02G064300* | -3.98 | *** | NA | ns |
| *SSIIIa/SSIII-2* | *TraesCS1B02G119300* | -6.78 | ** | -2.92 | ns |
| *SPS* | *TraesCS4B02G091100* | 0.34 | ns | 1.43 | ****** |

*FC: Fold-Change.*

*FDR: False Discovery Rate.*

*ns: non-significant; *, FDR < 0.05; **, FDR < 0.01; ***, FDR < 0.001.*

*NA: Non-applicable. Genes not expressed in either the WT or the E82.*

**Supplementary Table 7.** Differential Gene Expression (DGE) analysis of well-known Transcription Factors (TFs) genes that regulate Seed Storage Proteins (SSPs) genes and Starch Synthesis-Related Genes (SSRGs) expression. Significant results (FDR < 0.05) are indicated.

*FC: Fold-Change.*

*FDR: False Discovery Rate.*

*ns: non-significant; *, FDR < 0.05; **, FDR < 0.01; ***, FDR < 0.001.*

**Supplementary Table 8.** Top 3 Gene Ontology (GO) terms enriched for each candidate transcription factor (TF) summarized from previously published GO enrichment analysis for GENIE3 network genes in Ramírez-González et al., 2018. The black boxes indicate that this is an enriched GO for this TF gene.

**Supplementary Table 9.** Complete results of Gene Ontology (GO) enrichment analysis of genes in module 13 of co-expression network WGCNA published in Ramírez-González et al. (2018). GO:MF, Molecular Function domain; GO:BP, Biological Process domain; GO:CC, Cellular Component domain.

**Supplementary Table 10.** Papain family cysteine proteases (CysProt) genes and inhibitors of CysProt genes differentially expressed (DE) in E82 leaf tissue.

|  |  | **Leaf**  **WT vs E82** | |
| --- | --- | --- | --- |
| **Gene name** | **Gene ID** | **Log_2_FC** | **FDR** |
| **CysProt inhibitor genes** |  |  |  |
| *Icy1-2* | *TraesCS1B02G322100* | -1.49 | ***** |
| *Icy1-2* | *TraesCS1D02G310300* | -1.48 | ****** |
| *Icy8* (*HvCPI8*) | *TraesCS2A02G126100* | -2.33 | ******* |
| *Icy8* (*HvCPI8*) | *TraesCS2D02G128900* | -2.23 | ******* |
| *Icy2* (*HvCPI2*) | *TraesCS5D02G502200* | 7.20 | ***** |
| **CysProt genes** |  |  |  |
| *RD19D* | *TraesCS2A02G187400* | 4.37 | ******* |
| Triticain beta (*HvPap7*) | *TraesCS2A02G545700* | -3.82 | ******* |
| *Psy1-D1* | *TraesCS3D02G232500* | 7.86 | ******* |
| *HvPap14* ortholog | *TraesCS3A02G348500* | 6.15 | ****** |
| *HvPap1* ortholog | *TraesCS5A02G326100* | -1.03 | ***** |
| NA | *TraesCS4A02G252800* | -1.26 | ***** |
| NA | *TraesCS4B02G062500* | -1.35 | ***** |
| *HvPap4* ortholog | *TraesCS5B02G138300* | 7.15 | ***** |
| *HvPap4* ortholog | *TraesCS5D02G152400* | 7.84 | ****** |

*NA: non-assigned.*

*FC: Fold-Change.*

*FDR: False Discovery Rate.*

**, FDR < 0.05; **, FDR < 0.01; ***, FDR < 0.001.*

**Supplementary Table 11.** Differentially expressed (DE) genes encoding serine-type proteases in E82 leaf against the wild type (WT).

|  | **Leaf**  **WT vs E82** | |
| --- | --- | --- |
| **Gene ID** | **Log_2_FC** | **FDR** |
| *TraesCS1A02G178200* | -1.47 | * |
| *TraesCS1A02G178300* | -1.33 | * |
| *TraesCS1A02G187300* | 6.75 | *** |
| *TraesCS1B02G110400* | -10.12 | *** |
| *TraesCS1B02G246100* | 6.91 | * |
| *TraesCS1B02G434100* | -2.97 | *** |
| *TraesCS1B02G472100* | 1.35 | * |
| *TraesCS2A02G398900* | 5.76 | * |
| *TraesCS2A02G401000* | 7.64 | ** |
| *TraesCS3A02G181400* | 5.85 | * |
| *TraesCS3A02G182700* | 6.89 | ** |
| *TraesCS3B02G211400* | 6.90 | *** |
| *TraesCS3B02G212700* | 8.18 | ** |
| *TraesCS3B02G337400* | -2.06 | ** |
| *TraesCS3B02G431900* | 8.16 | ** |
| *TraesCS4B02G352100* | -8.37 | ** |
| *TraesCS4D02G076000* | -1.28 | * |
| *TraesCS4D02G350300* | 7.33 | ** |
| *TraesCS5A02G318800* | 6.21 | * |
| *TraesCS5A02G526000* | -7.63 | * |
| *TraesCS5B02G404600* | 9.58 | *** |
| *TraesCS6A02G161600* | -1.38 | * |
| *TraesCS6A02G220500* | 1.11 | * |
| *TraesCS6B02G041200* | 7.60 | ** |
| *TraesCS6D02G319900* | -3.18 | *** |
| *TraesCS7A02G124000* | 3.82 | * |
| *TraesCS7A02G510000* | 7.42 | * |
| *TraesCS7B02G128300* | 9.54 | ** |
| *TraesCS7B02G168100* | -1.62 | ** |
| *TraesCS7D02G121200* | -1.40 | * |
| *TraesCS7D02G470100* | 8.04 | *** |
| *TraesCS1A02G178200* | -1.47 | * |
| *TraesCS1A02G178300* | -1.33 | * |
| *TraesCS1A02G187300* | 6.75 | *** |
| *TraesCS1B02G110400* | -10.12 | ******* |

*FC: Fold-Change.*

*FDR: False Discovery Rate.*

**, FDR < 0.05; **, FDR < 0.01; ***, FDR < 0.001.*

**Supplementary Table 12.** Differentially expressed (DE) genes encoding sugar and amino acid transporters in the leaf of E82.

*FC: Fold-Change.*

*FDR: False Discovery Rate.*

*ns: non-significant; *, FDR < 0.05; **, FDR < 0.01; ***, FDR < 0.001.*

How the deposited data were processed for this re-analysis (not part of the article)

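RNA was sequenced from grain and flag leaf of the wild type (WT, bread wheat line BW208) and of the RNAi line E82 at 20 DAA, with 3 biological replicates per line and tissue, 12 libraries in all. The condition and replicate of each library were taken from the sample labels, which name the line, the tissue and the replicate. The authors trimmed the reads with Trimmomatic and pseudoaligned them with Kallisto to the IWGSC RefSeq v1.1 transcripts. The authors deposited a table of estimated counts per gene, summed over the transcripts of each of 107892 high-confidence genes and not normalized. They also deposited, for each library, the TPM of every transcript, which Kallisto scales over its whole index. The listed TPM values sum to between 757995 and 867760 per library, so that part of the index is not listed. All 12 columns of the count table were used.

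Estimated counts need not be whole and were rounded to whole numbers. Total counts ranged from 27172814 in WT leaf replicate 3 to 59921014 in E82 leaf replicate 1. A floor of 3 counts was used for genes without or nearly without counts, equal to 0.0501 CPM in the deepest library and 0.11 CPM in the shallowest, where CPM is the count scaled to the library total. It covers counting error only, since reads copied from one molecule are not independent. A fold change against a group in which every library was at or under the floor is given as a bound against the floor, and the fitted log2FC of such a gene is no bound.

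Each tissue was fitted on its own 6 libraries with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the quasi-likelihood test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment, with a threshold of 0.05. Genes with a CPM sum above 1 over the 6 libraries were tested. The standard errors were worked back from the test, as the size of the log2FC divided by the square root of the F statistic. The paper's methods name edgeR, the pair-wise comparisons, the CPM sum and the threshold, and its text does not name the test. The difference between the tissues was tested as the interaction of line and tissue over the 12 libraries. The gene lists of Supplementary Tables 6, 7, 8, 10, 11 and 12 were counted among the genes called, both over all genes tested and adjusted over the list alone. The lists of Tables 6, 8, 10, 11 and 12 were drawn up by the study from these libraries, whereas that of Table 7 came from earlier literature.

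The alternatives were DESeq2 1.42.0, edgeR's exact test and likelihood ratio test, RLE normalization or library totals alone, other filters on low counts (the CPM sum over 12 libraries, filterByExpr, every gene with 1 count), 12 libraries sharing one spread, counts thinned at random to the smallest library, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) of the deposited TPM summed per gene, the replicate number as a block, and leaving out each library in turn. On the log2(TPM + pseudocount) scale the fold change of low genes is understated. Further fits were run after the files had been opened. An exact test with the spread and the CPM sum over 12 libraries was chosen after the numbers of DE genes had been seen, by comparing several fits with the paper's numbers, and was kept because it came near them. The other fits of that exploration were the likelihood ratio and quasi-likelihood tests on the same 12 libraries, and the exact and likelihood ratio tests on 6 libraries with the CPM sum over 12 libraries. Adjusted p-values that DESeq2 leaves undefined were kept undefined.

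Genes are named if the paper names them and one of its tables gives their ID, if they had the largest rise or fall of a list, or if they were among the 2 largest rises and falls per tissue of called genes without overlap between the lines and with a mean of at least 10 CPM. Other genes are marked as chosen after their values were seen. The fits were tested on simulated counts made with the means, spread and library sizes of the real libraries and 200 changed genes. At a log2FC of 2 the quasi-likelihood test recovered 136 in grain, 3 in leaf and 0 for the interaction, and at a log2FC of 5 it recovered 196, 137 and 109.

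Genes silent in E82 were those with at least 10 counts in each WT library and at most 3 in each E82 library. Their clustering was tested against 10000 random draws in the order of the gene IDs within chromosomes, and running medians over 15 genes were taken along the chromosomes. The order of IDs stands in for positions, since coordinates of the annotation were not used here. Medians along chromosomes are of CPM ratios from library totals, without TMM. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for summaries and plots. The GO and KEGG terms, the co-expression modules, the GENIE3 targets, the membership of the grain protein families beyond Glo3, and the measurements other than RNA-seq were not analysed here.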

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

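The interaction of line and tissue and the fits that left out a library were set before the data were examined. Of the tests of explanations, those of library depth and of other splits of the libraries were set before their results were seen. All other tests of explanations in this part were chosen afterwards.

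The effect of E82 differed between leaf and grain for 2056 genes by the interaction of line and tissue in edgeR's quasi-likelihood test, higher in leaf for 1803 and lower for 253. Of the 1803, 1685 (93.5%) had every WT leaf library at or under the floor of 3 counts, against 29.5% of the 70086 genes tested and 0 of the 253. Over 40 splits that exchanged the line labels within each tissue, 1 gave as many genes, the real one. The 3 other splits that kept the leaf lines and exchanged grain libraries gave 1671, 1677 and 1735 genes, and the remaining splits 0 to 2. Counts near the real one therefore also arose with grain libraries exchanged between the lines, as long as the leaf lines were kept. Without E82 grain replicate 2 the count was 549, and without WT leaf replicate 1 it was 6547. The excess of zero counts in WT leaf is weighed under the other observations, and it is open for these genes, as is a real difference between the tissues.

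Among the genes named in the passages or in this part, 18 passed the threshold of this interaction. The fitted interaction log2FC was 4.97 for RD19D (TraesCS2A02G187400), 6.81 for Psy1-D1 (TraesCS3D02G232500), 7.74 for an HvPap4 ortholog (TraesCS5D02G152400), 8.85 for TaAAP6-2A (TraesCS2A02G499800), 10.1 for TaLHT5-5A (TraesCS5A02G089400) and 7.87 for TaLHT5-5B (TraesCS5B02G095400). It was 11.1 for TaGL9-A (TraesCS3A02G325800), 12.7 for GBE1 (TraesCS7B02G472500), 13.4 for GBE1/BEIIb (TraesCS2A02G310300), 10.3 for TabZIP167.2 (TraesCS5D02G178800), 5.66 for TaSWEET1a1-3B (TraesCS3B02G441800) and 10.5 for TaANT6-6D (TraesCS6D02G235500). For the unnamed genes TraesCS5B02G404600, TraesCS2D02G323000 and TraesCS2B02G168100 it was 10.1, 13.9 and 11.5. These 15 genes had WT leaf at or under the floor, so their fitted values are no bounds. The remaining 3 were above the floor in both lines of leaf. SSI (TraesCS7B02G018600) had an interaction log2FC of 2.76 (adjusted p = 0.0395), rising in leaf (63.4 to 119 CPM) and falling in grain (107 to 29.4 CPM). TaProT2-3B (TraesCS3B02G449100) had -12.7 and TaProT2-3D (TraesCS3D02G408800) -6.21, with a fall in leaf and a rise in grain, but TaProT2-3B had no count in WT grain and TaProT2-3D 0.209 CPM there. In the self-test of the interaction at a log2FC of 2, the quasi-likelihood test recovered 0 of 200 genes. With the simulated spread, the same for all libraries, differences between the tissues of that size were therefore not detectable with it. The likelihood ratio test recovered 17, limma 25 and DESeq2 44, beside 54, 425 and 251 other calls. No technical explanation was tested for these 3 genes one by one.

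In both tissues, 96 genes with at least 10 counts in each WT library had at most 3 counts in each E82 library, of 23032 genes that passed in the WT, while 7 genes were silent in WT and present in E82. The paper does not report them. With 1 library left out at a time the first count ranged from 97 to 139 (without WT leaf replicate 3) and the second from 8 to 32 (without WT grain replicate 1), and with at least 20 counts as the minimum they were 95 and 1. They lay on 2 chromosomes, 52 between TraesCS1B02G088400 and TraesCS1B02G129900 and 44 between TraesCS3A02G462400 and TraesCS3A02G538100, near the end of 3A. Fewer reads in E82 do not account for them, since with every library thinned to the smallest total 99 were silent in E82 and 3 in WT. Neither does a chance scatter, as they formed 55 pairs of neighbours by ID, more than in any of 10000 random draws (permutation test, p = 1.0e-04, the smallest they can give). Silencing by the hairpin RNA from endosperm-specific promoters would leave leaf unchanged, whereas the smaller fall of the 2 segments in leaf was a median log2 ratio of -5.16. A candidate explanation is that E82 lacks both segments. Of the genes at 1 CPM or more in WT, at least 91.2% in each segment and tissue were under 25% of the WT level, and the 20 genes before each segment had medians between -0.197 and 0.0147. After the 1B segment these were 0.17 in grain and -0.559 in leaf, but the 5 genes after the 3A segment were also low (-4.03 in grain and -2.96 in leaf), so its end is not resolved. It also stays open that E82 carries another sequence there whose reads do not align, since 19 of 471 segment genes were above 50% of WT in a tissue, which reads of homeologs could give under a loss too. The reduction was in every E82 library, with medians of a segment from -6.16 to -5.43, and in no WT library (-0.409 to 0.14), so it did not vary among the libraries of a line. Whether it arose in the making of E82 was not tested. The 2 segments held 286 of the 845 lower genes in grain and 51 of the 77 in leaf, and with the exact test 352 of 1812 and 188 of 1097. They include SSIIIa/SSIII-2 on 1B (TraesCS1B02G119300), NAC057 (TraesCS3A02G486500), MYB59 on 3A (TraesCS3A02G535100), TaBAT4-3A (TraesCS3A02G484600) and a serine protease (TraesCS1B02G110400).

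Toward the end of chromosome 3D, from TraesCS3D02G457000 to TraesCS3D02G543100, genes were raised in E82, with a highest running median of 1.46 over 15 genes. The median log2 ratio of the stretch was 1.1 in grain and 0.84 in leaf, and each of the 6 E82 libraries had a median between 0.708 and 1.12. The WT libraries, against the same WT mean, had medians from -0.687 in leaf replicate 3 to 0.103 in grain replicate 2. The scaling of the libraries does not account for this, since the other genes of 3D had medians of 0.198 in grain and -0.181 in leaf. Reads of the 3A segment assigned to 3B and 3D alike would also raise 3B, where the highest running median was 0.56. Reads of another sequence at the end of 3A that align to 3D alone would leave 3B unchanged and raise 3D by about as much as an extra pair of copies would, so this stays open. A candidate explanation is an extra pair of copies of this end of 3D, which would give a log2 ratio near 1. A stretch chosen in one tissue and measured in the other differed from the rest of 3D by 0.989 in leaf and 0.903 in grain. Since the same end of 3A was low, a replacement of the end of 3A by that of 3D may be involved, which was not tested. Of the 60 genes higher in E82 grain, 27 lay in this stretch, as did 1 of 11 in leaf. With the exact test these were 80 of 274 in grain and 69 of 4772 in leaf.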

How the results depend on the processing

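All alternatives were set before the data were examined, except 5 fits. Of these, a 12-library exact test was chosen after the numbers of DE genes had been seen and was kept because it came near the paper's numbers, so its nearness to the paper is no evidence. The other 4 were run in the same exploration and are given for completeness. The count of DE genes in grain lay within 1.5 times the first fit for 7 of 13 alternatives, both for the 60 higher and the 845 lower genes, but in leaf for 1 and 4 of 13 (11 higher, 77 lower). The cause was not tested, except where stated.

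With DESeq2, grain had 419 higher and 2185 lower genes and leaf 3473 and 2229. It called 10 SSRGs in grain, 5 higher and 4 lower SSRGs in leaf, 3 well-known TFs, 8 CysProt and cystatin genes, 14 serine proteases, 46 transporters in leaf and 3 in grain, 1 Glo3 gene, and 5996 genes for the interaction. With the exact test these counts were 274 and 1812 in grain, 4772 and 1097 in leaf, 15 SSRGs in grain, 5 and 4 in leaf, 3 TFs, 9 CysProt and cystatin genes, 17 serine proteases, 41 transporters in leaf and 2 in grain. The likelihood ratio test gave 360 and 2156 in grain, 5447 and 1336 in leaf, 15 SSRGs in grain, 5 and 4 in leaf, 3 TFs, 11 CysProt and cystatin genes, 18 serine proteases, 43 transporters in leaf and 2 in grain, and 6029 genes for the interaction. The exact and likelihood ratio tests called all 905 grain and 88 leaf genes of the first fit, and DESeq2 called 860 and 88 of them.

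With 12 libraries sharing one spread, 17 and 150 genes were called in grain and 2961 and 1236 in leaf, with 137 of the 905 grain genes shared. It gave 0 SSRGs in grain (15 at an unadjusted p under 0.05), 5 higher and 2 lower SSRGs in leaf, 0 well-known TFs (2 at an unadjusted p under 0.05), 2 candidate TFs, 12 CysProt and cystatin genes, 17 serine proteases, 37 transporters in leaf and 1 in grain. 

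Of the 5 fits chosen after the values had been seen, the 12-library exact test gave 150 higher genes in grain, 5629 and 1839 in leaf, 12 SSRGs in grain, 5 and 4 in leaf, 14 CysProt and cystatin genes, 29 serine proteases, 53 transporters in leaf and 4 in grain. The 12-library likelihood ratio test gave 302 and 1403 in grain, 7644 and 2303 in leaf, 13 SSRGs in grain, 6 and 4 in leaf, 29 candidate TFs, 14 CysProt and cystatin genes, 31 serine proteases, 54 transporters in leaf and 6 in grain. The 12-library quasi-likelihood test with the CPM sum over 12 libraries gave 17 and 148 in grain, 3275 and 1092 in leaf, 0 SSRGs in grain (15 at an unadjusted p under 0.05), 5 and 2 in leaf, 0 well-known TFs (2 at an unadjusted p under 0.05), 2 candidate TFs, 11 CysProt and cystatin genes, 22 serine proteases, 35 transporters in leaf and 1 in grain. With that sum and 6 libraries, the exact test gave 259 and 1825 in grain, 5275 and 1041 in leaf, 15 SSRGs in grain, 5 and 4 in leaf, 3 well-known TFs, 9 CysProt and cystatin genes, 20 serine proteases, 41 transporters in leaf and 1 in grain. The likelihood ratio test with it gave 341 and 2133 in grain, 6523 and 1313 in leaf, 15 SSRGs in grain, 5 and 4 in leaf, 3 well-known TFs, 11 CysProt and cystatin genes, 23 serine proteases, 43 transporters in leaf and 2 in grain.

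The filterByExpr filter gave 3279 and 726 genes in leaf, 2 higher SSRGs, 7 CysProt and cystatin genes, 12 serine proteases and 34 transporters. Testing every gene with 1 count gave 137 and 1463 in grain, 23 higher in leaf, 13 SSRGs in grain, 3 well-known TFs and 5 transporters in leaf. With limma on log2(TPM + 0.1), leaf had 2939 and 1077 genes, 3 higher and 1 lower SSRG, 7 CysProt and cystatin genes, 10 serine proteases and 38 transporters, and grain 2 SSRGs and 12 candidate TFs. On log2(TPM + 1), 495 genes were lower in grain and 700 and 570 changed in leaf, with 1 SSRG in grain, 2 higher SSRGs in leaf, 7 candidate TFs, 4 CysProt and cystatin genes, 4 serine proteases and 28 transporters. Library totals alone gave 100 higher genes in grain, 6 and 142 in leaf and 3 transporters. RLE gave 5 higher genes and 2 transporters in leaf, and thinned counts 7 and 2. The scaling moved the split of the interaction from 1803 higher and 253 lower in leaf to 1475 and 520 with library totals alone.

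With the replicate number as a block, leaf had 1 higher and 45 lower genes and 2 transporters, grain 0 well-known TFs (6 at an unadjusted p under 0.05), and the interaction 211 genes. Blocking leaf and grain of one number within a line as one plant gave 0 genes for the interaction (5689 at an unadjusted p under 0.05). The deviations of libraries with the same number correlated by -0.0659 to 0.0586 across genes, so they give no sign that the numbers pair the samples. The paper took seeds and flag leaf from 3 plants per line without saying whether a number marks one plant in both tissues, and low correlations do not exclude it.

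Across the 6 fits that each left out one library, grain had 4 to 180 higher and 294 to 1489 lower genes, and leaf 0 to 7763 and 7 to 1019. The SSRGs ranged from 0 to 14 in grain, 0 to 4 higher and 0 to 2 lower in leaf, the well-known TFs from 0 to 3, the candidate TFs from 2 to 26, the CysProt and cystatin genes from 0 to 8, the serine proteases from 0 to 15, the transporters from 0 to 36 in leaf and 0 to 2 in grain, and the Glo3 genes from 0 to 1. The highest counts came without WT leaf replicate 1 in leaf and without WT grain replicate 3 in grain, except for Glo3 (without WT grain replicate 1). Over 12 such fits the interaction ranged from 549 (without E82 grain replicate 2) to 6547 (without WT leaf replicate 1), and the genes silent in E82 from 97 to 139 (without WT leaf replicate 3). With 0 counts as the ceiling in E82, 54 genes were silent, by construction a subset. The share of leaf counts in grain-abundant genes was 0 with 100 genes and differed between the lines by -0.00136 percentage points with 200, and its choice of genes fixes the 0.

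Of 10 splits of 6 libraries, 1 gave as many DE genes as the real one in grain and 1 in leaf, the real split in each case, and 1 did for the SSRGs, well-known TFs and candidate TFs in grain and for the transporters in leaf. For the SSRGs, CysProt and cystatin genes and serine proteases in leaf and the transporters in grain, where the real split called 0, all 10 did. The share cannot fall under 10% with 3 libraries against 3.

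Of 966 values of 75 named gene results under the alternatives set before, 686 kept their side of the threshold, 33 were no longer past it (17 results), 247 came past it (46 results) and 0 changed direction. Of 442 values with a library left out, 344 kept their side, 63 were lost and 35 gained. In the fits chosen after the values had been seen, 39 of 75 gained a call with the 12-library exact test and 39 with the likelihood ratio test, 42 and 44 with the same tests and the CPM sum over 12 libraries, and 32 with the 12-library quasi-likelihood test, which lost 15. At a log2FC of 2 the self-test of the quasi-likelihood test recovered 3 of 200 genes in leaf, 136 in grain and 0 for the interaction.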

Differences from the paper's values

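The paper gives 109 genes higher in E82 grain, and 60 were found here. Of the alternatives set before the data were examined, library totals alone (100), the CPM sum over 12 libraries (80) and every gene with 1 count (137) came within 1.5 times the paper's number, and the others did not. In leaf, the paper gives 4230 higher and 1593 lower genes, against 11 and 77 here. For the higher genes, DESeq2 (3473), the exact test (4772), the likelihood ratio test (5447), filterByExpr (3279), 12 libraries with one spread (2961) and limma on log2(TPM + 0.1) (2939) came within that range. For the lower genes these were DESeq2 (2229), the exact test (1097), the likelihood ratio test (1336), 12 libraries with one spread (1236) and limma on log2(TPM + 0.1) (1077), and the others did not. Of 5 further fits, all chosen after the values had been seen, the 12-library exact test (150, 5629 and 1839) came within 1.5 times for all 3 numbers and had been kept for that nearness. Of the others chosen after the values had been seen, the 12-library quasi-likelihood test with the CPM sum over 12 libraries (3275 and 1092) came within it for both leaf numbers, the exact test with that sum (5275) for the higher ones, and the likelihood ratio test with that sum (1313) and over 12 libraries (2303) for the lower ones.

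The paper gives 14 SSRGs lower in grain, against 4 here. DESeq2 (10), the exact and likelihood ratio tests (15 each), every gene with 1 count (13) and the fit without WT grain replicate 3 (14) came within 1.5 times. In leaf, the paper's table gives 5 higher and 4 lower SSRGs, against 0 and 0 here, with 6 and 4 at an unadjusted p-value under 0.05. DESeq2, the exact test and the likelihood ratio test gave 5 and 4, 12 libraries with one spread 5 higher, and the fit without WT leaf replicate 1 4 higher, while the other alternatives did not come as near. Equal counts do not mean the same genes. The exact test called SSI (TraesCS7B02G018600, adjusted p = 0.024) and APL3/AGPL1 (TraesCS1D02G427400, adjusted p = 0.0206), which the paper gives as not significant in leaf. Of the fits chosen after the values had been seen, the 12-library exact test gave 12 in grain, the exact and likelihood ratio tests with the CPM sum over 12 libraries 15 each and the 12-library likelihood ratio test 13. In leaf these 4, chosen after the values had been seen, gave 5 and 4, except the last with 6 higher, and the 12-library quasi-likelihood test with that sum, also chosen after the values had been seen, gave 5 higher.

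All 30 candidate TFs are DE in the paper's table, and 19 were called here. DESeq2 and every gene with 1 count (26 each), the exact and likelihood ratio tests (28 each), library totals alone and the CPM sum over 12 libraries (20 each) and the fit without WT grain replicate 3 (26) came within 1.5 times, as did, chosen after the values had been seen, the 12-library exact test (24), the exact and likelihood ratio tests with the CPM sum over 12 libraries (28 each) and the 12-library likelihood ratio test (29). For the CysProt and cystatin genes in leaf the paper's table holds 14 and 0 were called here (12 at an unadjusted p-value under 0.05). The likelihood ratio test (11) and 12 libraries with one spread (12) came within that range, as did, chosen after the values had been seen, the 12-library exact and likelihood ratio tests (14 each), and the likelihood ratio test and the 12-library quasi-likelihood test with the CPM sum over 12 libraries (11 each). Of the paper's 31 serine proteases, 0 were called (21 at an unadjusted p-value under 0.05). None of the alternatives set before closed this gap, but it was closed by fits chosen after the values had been seen, the 12-library exact (29) and likelihood ratio (31) tests, and the likelihood ratio test (23) and the 12-library quasi-likelihood test (22) with the CPM sum over 12 libraries. Of the paper's 55 transporters in leaf, 1 was called here. DESeq2 (46), the exact test (41), the likelihood ratio test (43), 12 libraries with one spread (37) and limma on log2(TPM + 0.1) (38) came within 1.5 times, as did, chosen after the values had been seen, the 12-library exact (53) and likelihood ratio (54) tests and the exact (41) and likelihood ratio (43) tests with the CPM sum over 12 libraries.

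The paper states that more genes were DE in leaf than in grain. Here 905 were called in grain and 88 in leaf, while DESeq2 (2604 and 5702), the exact test (2086 and 5869) and the likelihood ratio test (2516 and 6783) gave the paper's order, as did filterByExpr, 12 libraries with one spread, limma with either pseudocount, the leaf fit without WT leaf replicate 1 and all 5 fits chosen after the values had been seen. The paper describes TaSWEET genes as lower in grain, where 0 were called here and 2 were lower at an unadjusted p-value under 0.05, and proline transporters as higher in grain, where 0 were called here and 1 was higher at an unadjusted p-value under 0.05. TaProT2-3B (TraesCS3B02G449100) was called in grain by DESeq2, the exact test, the likelihood ratio test and 12 libraries with one spread. All fits chosen after the values had been seen called it too, except the exact test with the CPM sum over 12 libraries. The 12-library exact and likelihood ratio tests, chosen after the values had been seen, also called TaProT2-3D (TraesCS3D02G408800), higher, and TaSWEET13h-6B (TraesCS6B02G421500), lower. All TaGL9 homeologs are lower in the paper, and TaGL9-D (TraesCS3D02G319200) had an adjusted p of 0.0822 here, but was called by DESeq2, the exact test, the likelihood ratio test, the fit on every gene with 1 count, the block and the fit without WT grain replicate 3, and by the exact and likelihood ratio tests with the CPM sum over 12 libraries, chosen after the values had been seen. NAC057 (TraesCS3A02G486500) had an adjusted p of 0.0666 here and was called by DESeq2, the exact test, the likelihood ratio test, the fit on every gene with 1 count and limma with either pseudocount, and by all fits chosen after the values had been seen except the 12-library quasi-likelihood test. The text of the paper counts more serine proteases than the 31 different IDs of its table, which repeats an ID in 4 rows.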

Other observations

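The tests of fewer reads and of few molecules on the correlation of replicates were set before their results were seen. So were those of the exact test on drawn counts, with fewer molecules too, and of the share of grain-abundant genes in leaf. The other tests in this part were chosen afterwards.

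The WT leaf libraries had an excess of zero counts. Of 6274 genes at 1 to 2 CPM in E82 leaf, 30.5, 43.4 and 68.8% had no count in WT replicates 1, 2 and 3, against 0.159 to 0.606% in the E82 replicates. Choosing the genes by their E82 level holds the E82 share down. With a separate set of genes for each E82 library it was 0.288, 1.84 and 0.888%. Fewer reads do not account for it, since an E82 leaf library thinned to the smallest WT leaf total had at most 0.653% of these genes at 0. Genes switched off in WT leaf do not account for it as a whole either, because the 4319 genes at 0 in WT replicate 3 had on average 1.2 times the E82 level in WT replicates 1 and 2. A candidate explanation is few distinct molecules in the WT leaf libraries, followed by amplification. Their number, read off the zeros, would be 812000, 570000 and 255000 for replicates 1 to 3. Counts drawn from equal expression with so few molecules gave a correlation of WT replicates 1 and 3 across genes of 0.888 in the lowest of 3 draws, where 0.822 was observed and the E82 replicates had 0.986. The draws therefore account for much of the disagreement of the WT leaf libraries but not all of it. Genes with no count in all 3 WT leaf libraries numbered 5215, against 2932 to 3048 in the draws. Of the 47 genes that the paper's lists give as higher in leaf, 38 had WT leaf at or under the floor, and 34 had no count in any WT leaf library. The paper reports an alignment rate of 53.45 to 63.71% for WT leaf, against 76.88 to 79.09% for E82 leaf.

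The number of DE genes in leaf depended on the test. If few molecules in WT leaf made calls by themselves, the drawn counts, which hold no difference between the lines, would give them. With the exact test they gave at most 28 genes in 3 draws, against 5869 observed, but these draws were milder than the libraries, with fewer genes at 0 in all 3 WT libraries and a higher correlation. With 0.5 times the molecules in WT leaf, where the correlation of replicates 1 and 3 was 0.811 to 0.814, the exact test gave at most 6164 genes, nearly all higher in E82, though 6346 to 6394 genes then had no count in all 3 WT libraries, more than the 5215 observed. Calls of the exact test for higher genes may therefore come from few molecules, and how many depends on a number of molecules that the files do not fix. For lower genes these draws gave at most 4, against 1097 observed. A loss of molecules shared by the WT leaf libraries was not simulated. With the likelihood ratio test the draws with the molecules read off the zeros gave at least 2700, against 6783 observed, so a part of its calls may come from this. With 0.5 times the molecules it gave 6155 to 6176 higher and 4 to 11 lower genes, against 5447 and 1336 observed. The quasi-likelihood test gave 0 in each draw with the molecules read off the zeros and with 0.5 times as many. With 0.25 times as many it gave 11301 to 11335 higher genes, but those draws were far harsher than the libraries. Their correlation of WT replicates 1 and 3 was 0.705 to 0.711, against 0.822 observed. They had 11239 to 11312 genes without a count in all 3 WT libraries, against 5215 observed.

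In WT grain, most genes of the candidate TF list and all 14 SSRGs that the paper gives as lower in grain decreased from replicate 1 to 2 to 3, while some other genes of these lists rose. Of the 28 candidate TFs at 1 CPM or more, 23 had this order, and 21 without TMM, so that the TMM factor of replicate 1 does not account for it. Of 559 genes called lower in grain outside the reduced stretches of 1B and 3A, 395 (70.7%) had this order with TMM and 330 (59%) without. Among all 50027 genes at 1 CPM or more the share was 20.3% with TMM and 11.2% without, where chance gives 16.7%. One hypothesis is a gradient shared by the whole grain transcriptome, such as grain stage or the share of endosperm. Across 30915 genes, those higher in WT replicate 1 than in replicate 3 tended to be lower in E82 than in WT replicate 2 (Pearson's r = -0.492, Spearman's rho = -0.352). Genes are not independent, and this does not show which of the 2 examples, or another, is involved. If stage differed between the lines as it may among the WT replicates, part of the fall in E82 grain could come from it, which was not tested.

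The share of leaf counts in the 100 genes with the highest ratio of grain to leaf was 0 in every leaf library. Since genes absent from leaf have the highest ratio, this outcome was fixed by the choice of genes, and it says nothing on grain RNA in leaf. With 200 genes the difference between the lines was -0.00136 percentage points (exact permutation test, two-sided, p = 0.4, where 3 libraries against 3 cannot go below 0.1).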
